# Chondrocyte-like cells in nucleus pulposus and articular chondrocytes have similar transcriptomic profiles and are paracrine-regulated by hedgehog from notochordal cells and subchondral bone

**DOI:** 10.3389/fcell.2023.1151947

**Published:** 2023-05-15

**Authors:** Hiroki Hagizawa, Saeko Koyamatsu, Seiji Okada, Takashi Kaito, Noriyuki Tsumaki

**Keywords:** nucleus pulposus cells, chondrocytes, single-cell RNA sequencing, hedgehog, HIF-1α

## Abstract

**Objective:** The nucleus pulposus (NP) comprises notochordal NP cells (NCs) and chondrocyte-like NP cells (CLCs). Although morphological similarities between CLCs and chondrocytes have been reported, interactions between CLCs and NCs remain unclear. In this study, we aimed to clarify regulatory mechanisms of cells in the NP and chondrocytes.

**Design:** We performed single-cell RNA sequencing (scRNA-seq) analysis of the articular cartilage (AC) and NP of three-year-old cynomolgus monkeys in which NCs were present. We then performed immunohistochemical analysis of NP and distal femur. We added sonic hedgehog (SHH) to primary chondrocyte culture.

**Results:** The scRNA-seq analysis revealed that CLCs and some articular chondrocytes had similar gene expression profiles, particularly related to GLI1, the nuclear mediator of the hedgehog pathway. In the NP, cell–cell interaction analysis revealed SHH expression in NCs, resulting in hedgehog signaling to CLCs. In contrast, no hedgehog ligands were expressed by chondrocytes in AC samples. Immunohistochemical analysis of the distal end of femur indicated that SHH and Indian hedgehog (IHH) were expressed around the subchondral bone that was excluded from our scRNA-seq sample. scRNA-seq data analysis and treatment of primary chondrocytes with SHH revealed that hedgehog proteins mediated an increase in hypoxia-inducible factor 1-alpha (HIF-1α) levels.

**Conclusion:** CLCs and some articular chondrocytes have similar transcriptional profiles, regulated by paracrine hedgehog proteins secreted from NCs in the NP and from the subchondral bone in the AC to promote the HIF-1α pathway.

## 1 Introduction

Articular cartilage (AC) covers the bone ends in joints, resists loading, and reduces the friction caused by joint motion. The AC is composed of articular chondrocytes and the extracellular matrix (ECM) produced by them. The intervertebral disc (IVD) consists of nucleus pulposus (NP), annulus fibrosus, and cartilaginous endplates, which are located between the vertebral bodies and constitute the spinal column, resisting axial pressure and providing flexibility to the spinal column. The NP is composed of NP cells and the ECM produced by them.

The ECMs of the AC and NP have similar compositions: collagen fibrils that form a three-dimensional network, providing scaffolding for proteoglycan. The collagen fibrils are composed of type II, IX, and XI collagen molecules (Eyre and Muir, 1977; Roberts et al., 1991; Buckwalter and Mankin, 1998), and the proteoglycan consists of core protein aggregates onto which chains of glycosaminoglycans such as chondroitin sulfate are attached (Heinegård and Oldberg, 1989; Melrose et al., 2001). In contrast, the relative contents of collagen, proteoglycan, and water differ between the AC and NP ECMs, resulting in different tissue properties (Chen et al., 2017). NP cells are of two types: notochordal NP cells (NCs) and chondrocyte-like NP cells (CLCs). NC numbers decrease with age as they differentiate into CLCs (Choi et al., 2008; McCann et al., 2012) and become obliterated by the age of 10 years in humans.

Recently, single-cell RNA sequencing (scRNA-seq) technology has been developed to discover cell types in heterogeneous tissues and infer gene regulatory networks (Satija et al., 2015; Butler et al., 2018; Stuart et al., 2019; Hao et al., 2021). In addition, various analytical methods, such as cell–cell interaction network analysis, have been developed for downstream analysis to infer intercellular communication networks (Jin et al., 2021). Using scRNA-seq analysis, CLCs and cartilaginous endplate chondrocytes have been shown to have similar gene expression profiles in humans (Gan et al., 2021). However, precise analysis, including that of interactions between NCs and CLCs, has not been performed, probably because samples were obtained from individuals at the age of 13 years or more (Gan et al., 2021) when NCs are almost absent in the NP. We recently harvested samples from 3-year-old monkeys, performed preliminary scRNA-seq analysis, and found that chondrocytes in the AC and CLCs in the NP have similar gene expression profiles (Kamatani et al., 2022). However, we did not perform a downstream analysis, including that of the interaction between clusters. Thus, the interactions between NCs and CLCs in the NP remain unknown, and signals that contribute to the transcriptomic similarity between CLCs and chondrocytes still require elucidation.

In this study, we performed scRNA-seq analysis of the NP and AC of cynomolgus monkeys, combined these data with previously published data, and analyzed the intercellular signaling network between cell clusters in the NP and AC. In addition, we performed experiments to validate the scRNA-seq findings.

## 2 Materials and methods

### 2.1 Ethics statement

All methods were performed following the relevant guidelines and regulations. Male cynomolgus monkeys (*Macaca fascicularis*) were used in this study. All animal experiments were approved by the Institutional Animal Committee of Kyoto University (1674-17). Experiments on mice were approved by the Institutional Animal Committee of Osaka University (03-044-014).

### 2.2 Single-cell preparation

Three-year-old male cynomolgus monkeys (Ina Research, Nagano, Japan) were euthanized. In terms of age, three-year-old monkeys correspond to approximately 6-year old humans. Sample collection, cellular barcoding, and flow cytometry were performed as previously reported (Kamatani et al., 2022). Briefly, NP (L3/4) and AC (femoral condyle) were harvested from one cynomolgus monkey and AC (femoral condyle) was harvested from another. The NP samples were gelatinous, and AC samples were cut into small pieces (2 mm) using a biopsy punch. Next, both samples were washed with preparation medium (RPMI-1640 [Nacalai Tesque, Kyoto, Japan] with 0.2% fetal bovine serum [FBS] [Gibco] and 10 mM HEPES) and transferred to a 6-well plate containing digestion medium (preparation medium with 0.2 mg/mL Liberase TM [Roche, Basel, Switzerland] and 2 kU/mL DNaseⅠ [Merck, Rahway, NJ, United States]) within 2 h of sacrifice. The plate was then placed on a shaker and incubated for 3 h at 37°C and 5% CO_2_. After dissociation, the samples were applied to a 70 μm cell strainer (BD Biosciences, Franklin Lakes, NJ, United States), followed by the next step of the cell barcoding process.

For cell surface labeling, we biotinylated cell surface proteins as previously described (Sugimoto et al., 2022). Cells were resuspended in 1 mL phosphate Buffered Saline (PBS) supplemented with 1% FBS and 1 ng EZ-Link Sulfo-NHS-Biotin (Thermo Fisher Scientific, Waltham, MA, United States) for 10 min at 4°C, washed twice with PBS supplemented with 3% FBS, and then washed with Cell Staining Buffer (BioLegend, San Diego, CA, United States). Next, the cells were stained with 0.6 μg/mL of Totalseq (A0951-A0,954 [BioLegend]) for 20 min at 4°C for cellular barcoding, washed with Cell Staining Buffer, washed with PBS supplemented with 1% FBS, and resuspended in PBS supplemented with 10% FBS and 1 μM Sytox blue dead cell stain (Invitrogen, Waltham, MA, United States) for 5 min at room temperature.

Barcoded live dissociated cells (PE-positive and Sytox blue-negative) were sorted and suspended in PBS supplemented with 20% FBS. The data were collected on a FACS Aria II flow cytometer (BD Bioscience) and analyzed with BD FACS Diva 9.0.1 (BD Biosciences).

### 2.3 Library preparation, sequencing, and fastq file preprocessing

Library preparation and the first processing of paired-end fastq files were performed according to the workflow in the previously reported TAS-seq method (Shichino et al., 2022). In brief, sorted single-cell suspensions were used to synthesize cDNA with BD Rhapsody Express Single-Cell Analysis System (BD Biosciences) using a BD Rhapsody Targeted and Abseq Reagent kit (BD Biosciences) following the manufacturer’s instructions. After reverse transcription, the resultant BD Rhapsody beads were treated with exonuclease I at 37°C for 60 min at 1,200 rpm on a Thermomixer C with Thermotop. Resultant beads were immediately chilled on ice; the supernatant was removed and washed, resuspended, and stored at 4°C. During the washing step, bead-containing DNA LoBind tubes were replaced twice.

cDNAs were amplified by the TAS-seq method at Immunogeneteqs Inc. (Noda city, Chiba, Japan) and sequenced with an Illumina Novaseq 6,000 sequencer (Illumina, San Diego, CA, United States), using a Novaseq 6,000 S4 reagent kit v1.0 or v1.5.

TAS-Seq data cDNA reads were mapped to the reference genome (Macaca_fascicularis) using HISAT2-2.2.1 (Kim et al., 2019) and the following parameters: q -p 6 –rna-strandness F–very-sensitive–seed 656,565 –reorder–omit-sec-seq–mm. For the HISAT2 index build, a corresponding ensembl gtf file was filtered to retain protein-coding RNA, long non-coding RNA, and T cell chain/immunoglobulin chain annotations according to the 10X Genomics’s method (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/advanced/references#mkgtf). Then, the cell barcode information of each read was added to the HISAT2-mapped BAM files, and associated gene annotations were assigned using featureCounts v2.0.2 (Liao et al., 2014) and the following parameters: T 2 -Q 0 -s 1 -t gene -g gene_name–primary -M -O–largestOverlap–fraction -R BAM. In the featureCounts analysis, a “gene” annotation was used to capture unspliced RNA information for the RNA velocity analysis, and primary annotations were kept. The resulting BAM file was split using valid cell barcodes and nim 1.0.6 and hts-nim v0.2.23, the split files were processed into loom files using velocyto run (vesion 0.17.17) with the -c and -U options, and the loom files were concatenated using the loompy. combine function (version 3.0.6) (La Manno et al., 2018).

### 2.4 ScRNA-seq data processing and analysis

The sequencing depth was approximately 220,000 reads per cell. The loom file data were imported into the Seurat R package (version 4.0.2) (Hao et al., 2021). Spliced, unspliced, and ambiguous reads were combined. The scRNA-seq datasets of cynomolgus monkeys that we previously obtained (GSE197380) with the same method were also imported and combined. Quality control was performed on all datasets, retaining cells with 200–9,000 detected genes and < 5% mitochondrial transcripts. We performed log-normalization of all datasets, using a “scale factor” of 1,000,000 molecules for each cell, identifying the top 5,000 highly variable genes because the parameter of “scale factor” of 1,000,000 was previously reported to be suitable for the TAS-seq dataset (Shichino et al., 2021). Canonical correlation analysis was performed to correct batch effects among all samples. We calculated cell cycle phase scores from the integrated data using the CellCycleScoring function and scaled the data by regressing them to mitigate the effects of cell cycle heterogeneity. We performed principal component analysis (PCA) on the scaled expression values using the first 30 principal components (PCs) to build an SNN graph and for data clustering, dimension reduction with Uniform Manifold Approximation and Projection (UMAP), and data projection to two dimensions. We set the resolution parameter at 0.27. Marker genes were detected using the FindAllMarkers function, and differentially expressed genes (DEGs) were detected using the FindMarkers function; adjusted *p*-values less than 0.05 were considered significant. For all other parameters, the default parameters were used unless otherwise specified. In the analysis of NCs, we set the resolution parameter at 0.1 and performed re-clustering.

### 2.5 Ingenuity pathway analysis (IPA)

DEGs between clusters were identified using the FindMarkers function in Seurat. The DEGs were then subjected to IPA (QIAGEN Inc., version 81348237) (Krämer et al., 2014). For pathway analysis with the IPA tool, we defined a pathway with a z. score >2.0, and -log (*p*-value) > 1.3 as an activation pathway.

### 2.6 Cell–cell communication analysis

The integrated data analyzed by Seurat were imported into the CellChat R package (version 1.1.2) to infer cell–cell communication in all genes (Jin et al., 2021). Signaling pathways were analyzed using CellChatDB.human. For all parameters, default parameters were used to compute the communication probability and infer the cellular communication network and cell–cell communication at the signaling pathway level. Visualization of generated data was performed using a circular plot.

### 2.7 Trajectory inference

The data clustered by Seurat in the analysis of NCs were imported into the monocle3 R package (version ‘0.2.3.3’). The inferred trajectories were projected onto UMAP plots generated by Seurat. For all parameters, the default parameters were used to compute the pseudotime.

### 2.8 Histological analysis

The IVD samples from a cynomolgus monkey were dissected from the adjacent growth plates, fixed in Mildform 10 N (FUJIFILM Wako) at 4°C, dehydrated in 30% sucrose overnight at 4°C, embedded in SCEM compound (SECTION-LAB), and then cryosectioned at 5 μm according to the method described by Kawamoto (Kawamoto, 2003).

The AC samples from cynomolgus monkeys were harvested from the remnant of the femoral condyle cut with a biopsy punch for scRNA-seq, fixed in Mildform 10 N at 4°C, decalcified with K-CX (Falma), neutralized with sulfuric acid (FUJIFILM Wako), dehydrated in graded ethanol, and embedded in paraffin wax.

Fourteen-week-old rat coccygeal IVD samples were harvested, fixed with 4% paraformaldehyde (Nacalai Tesque), decalcified with 10% EDTA (Dojindo Laboratories, Kumamoto, Japan), dehydrated in graded ethanol, and embedded in paraffin.

The IVD cryosections of a cynomolgus monkey were blocked with Blocking One Histo (Nacalai Tesque) and then incubated with primary antibodies diluted in Blocking One Histo at 4°C overnight. Next, 4′,6-diamidino-2-phenylindole (DAPI) (1:1,000, Dojindo Laboratories) and secondary antibodies were incubated for 1 h at room temperature, and images were captured using BZ-9000 (Keyence, Osaka City, Osaka, Japan). The primary antibodies used were anti-Cytokeratin19 (CK19) (1:800, ab52625, Abcam, Cambridge, United Kingdom) and anti-MGP (1:800, 60,055-1-lg, Proteintech, Rosemont, IL, United States), and the secondary antibodies used were Alexa Fluor 488 (1:1,000, #A-11029, Thermo Fisher Scientific) and Alexa Fluor 546 (1:1,000, #A-11010, Thermo Fisher Scientific).

The paraffin sections of AC and rat IVD samples were deparaffinized and incubated in 1 mM EDTA buffer (pH 8.0) at 80°C for 15 min to retrieve the antigen and treated with 10 mg/mL hyaluronidase at 37°C for 40 min. Immunostaining was performed using the catalyzed signal amplification (CSA) system (CSA II Biotin-free Tyramide Signal Amplification System Kit (Agilent Technologies, Santa Clara, CA, United States)) according to the manufacturer’s protocol. A BZ-9000 was used for all the analyses. The primary antibodies used were anti-Sonic hedgehog (SHH) (1:50, sc-365112, Santa Cruz Biotechnology, Dallas, TX, United States), anti-Indian hedgehog (IHH) (1:50, ab52919, Abcam), anti-IGFBP6 (1:1,000, 67567-Ig, Proteintech), and anti-Ki67 (1:500, ab16667, Abcam) for AC samples and anti-SHH (1:200, sc-365112, Santa Cruz Biotechnology), anti-IHH (1:200, ab52919, Abcam), anti-Ki67 (1:500, ab16667, Abcam) and anti-CK19 (1:500, ab52625, Abcam) for rat IVD samples, which were incubated overnight.

### 2.9 Primary chondrocytes culture

Primary chondrocytes were harvested from the epiphyseal cartilage of the knee joints and femoral heads of newborn C57BL/6 mice, as reported previously (Gosset et al., 2008). Briefly, cartilage was digested with 3 mg/mL collagenase D (Roche) in culture medium, which was a mixture of Dulbecco’s Modified Eagle Medium (DMEM) high glucose (Sigma-Aldrich, St. Louis, MO, United States) and DMEM/nutrient mixture F-12 Ham medium (Sigma-Aldrich) supplemented with 5% FBS (Gibco) and 1% penicillin/streptomycin (Gibco). Cells (5 × 10^5^) were seeded in a 10-cm dish and cultured in a culture medium without 1% penicillin/streptomycin. After the cells were confluent, they were passaged into 24-well plates and cultured for 3–5 days. Then, 100 or 330 ng/mL recombinant SHH (rSHH) (Peprotech, Rocky Hill, NJ, United States) was added, and the cultures were incubated for 24 h under hypoxia (1% O_2_) using the BIONX-1 hypoxic culture kit (Sugiyamagen, Tokyo, Japan).

### 2.10 Western blot analysis of cultured primary chondrocytes

Cultured cells were lysed with RIPA lysis and extraction buffer (Thermo Fisher Scientific), prepared with Sample Buffer (Invitrogen) and Reducing Agent (Invitrogen), and heated at 95°C for 10 min. The lysate was applied to the 4%–12% gel (Invitrogen) to separate proteins and transferred to nitrocellulose membranes (Invitrogen). Membranes were incubated with anti-β-actin (#4967, Cell Signaling Technology, Danvers, MA, United States) and anti-hypoxia-inducible factor 1-alpha (HIF-1 alpha) antibodies (ab16066, Abcam) overnight and then with mouse anti-rabbit IgG-HRP (sc-2357, Santa Cruz Biotechnology) or m-IgG2a BP-HRP (sc-542731, Santa Cruz Biotechnology). Immunoreactive bands were visualized using SuperSignal^™^ West Dura Extended Duration Substrate (Thermo Fisher Scientific) and Fusion SOLO.7 S.EDGE (Vilber-Lourmat) and quantified with Evolution Capt (Vilber-Lourmat). HIF-1α expression was calculated as the ratio of HIF-1α expression to *β*-actin expression. The amount of HIF-1α expression in the control in each membrane was set to 1, and the rest of the samples were normalized. We compared the amount of HIF-1α expression in the rSHH treatment group to that in the control group using Prism8 (GraphPad Software, San Diego, CA, United States).

### 2.11 Statistical analysis

The Kruskal–Wallis test with post-hoc Dunn’s multiple comparison test was used. Statistical significance was set at *p* < 0.05.

## 3 Results

### 3.1 AC and NP contained cell clusters with similar gene expression profiles

We harvested the NP from the lumbar IVD (L3/4) and the AC from the left femoral condyle of a cynomolgus monkey (3-year-old). Additionally, we harvested the AC from the left femoral condyle of another cynomolgus monkey (3-year-old). We subjected these samples to scRNA-seq analysis (Supplementary Figure S1) and deposited the data in GEO database (GSE222449). 

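The cells re-analysed here came from 1 library in which AC and NP cells of 2 monkeys, both 3 years old, were pooled before sequencing. The sample labels list 3 tissue samples in this pool, namely the AC and the NP of 1 monkey and the AC of the other, whereas Supplementary Figure S1 shows 4 tagged samples among the cells. In TAS-seq the cDNA of single cells is captured on barcoded beads and amplified, and a tag bound to the biotinylated surface of the cells marks the tissue sample of each pooled cell. The authors aligned the reads to the Macaca fascicularis genome with HISAT2, assigned them to genes with featureCounts and velocyto, and deposited the number of reads of each gene in each cell without normalization. These are counts of reads and not of molecules. The intervals given with them cover the sampling of cells within this library only, and not variation between monkeys, tissue samples or clusterings. The library held 5723 cells and 1354369622 reads on genes. The reads per cell ranged from 24907 to 1649566 with a median of 198057 and a mean of 236654, whereas the paper's reported mean for this library is 275163, and all values given here use the deposited counts. A median of 3822 genes was detected per cell. Of the 21371 genes listed, by symbol only, 17688 had a read in at least 1 cell. Of the 5723 cells, 5674 carried 1 of 4 tags, 42 were doublets and 7 had no tag detected. The paper's text does not name the tissue sample behind each tag, so AC and NP cells were not separated. The counts were clustered with the settings of the paper's methods in Seurat 5.3.0, without the integration step because 1 library was used. A cluster was given a name, such as NC-like, only from marker genes fixed before the data were examined and not reported as results. For each gene and cluster, the share of cells with at least 1 read is given with its 95% Wilson interval. Levels are the reads of all cells of a cluster added up and divided by their total, in reads per 1000000 reads (rpm), and 2 groups of cells are compared by the log2 ratio of these levels with a 95% interval from 1000 resamplings of cells. With 1 library there are no replicate libraries, and no statistical test was made.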

We combined these data with scRNA-seq data previously obtained using the same method (GSE197380) (Kamatani et al., 2022) and used for analysis using Seurat (Supplementary Table S1). The total number of cells was 7,032, with an average of 220,021 reads per cell. After removing doublets and quality control, the remaining 6,607 cells were used for secondary analysis. 

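In the 1 library re-analysed, the 5674 cells with a single tag were kept and the doublets and the untagged cells were removed. The paper's limits on quality, from 200 to 9000 genes detected and under 5% mitochondrial reads, then removed 21 more cells. Of these, 20 had too high a share of mitochondrial reads and 1 had more than 9000 genes. The fewest genes detected in any cell of the library were 728, so the lower limit removed none. The remaining 5653 cells had a median of 198432 reads and 3827 genes.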

We integrated the data for batch correction using the IntegrateData function (Stuart et al., 2019), calculated cell cycle phase scores from the data, and regressed them to mitigate the effects of cell cycle heterogeneity. We then performed PCA, data clustering, dimension reduction using UMAP, and two-dimensional projection. The resolution parameter was set to 0.27, revealing 8 cell clusters (Figure 1A). 

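With the same resolution, the 5653 cells of the 1 library formed 6 clusters, of which 5 took a name from the marker genes. The common1-like cluster was the largest with 2813 cells, or 49.8% of the cells (95% Wilson interval, 48.5 to 51.1). The AC-dominant-like cluster had 1151 cells (20.4%, 19.3 to 21.4), the common3-like cluster 559 cells (9.89%, 9.14 to 10.7), the NC-like cluster 373 cells (6.60%, 5.98 to 7.28) and the common4-like cluster 143 cells (2.53%, 2.15 to 2.97). The other 614 cells (10.9%, 10.1 to 11.7) formed a cluster that took no name. The common1-like, common3-like, common4-like and AC-dominant-like names rested on genes of Figure 1E and Supplementary Table S2, which the authors derived partly from these cells. The NC-like name rested on *CDH2* and *NCAM1*, since *KRT8*, *KRT18* and *CD24* of its list were not among the genes counted. The clusters differed in depth. The median number of genes detected per cell was 5359 in the common4-like, 5124 in the AC-dominant-like, 3904 in the NC-like, 3639 in the common1-like and 3534 in the common3-like cluster, and 1881 in the cluster without a name. Each cluster could take only 1 name, and none took the common2-like, common5-like or common6-like name at these settings. The number of clusters changed most with the resolution, from 5 at 0.15 to 10 at 0.5.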

One cluster was almost exclusively composed of NP cells, and therefore, we named it the “NP-dominant cluster.” Another cluster was mainly composed of AC cells, and therefore, we named it the “AC-dominant cluster.” The other six clusters consisted of both NP cells and AC cells, and were therefore named “common clusters” (common1–6 clusters; Figures 1A, B, Supplementary Figure S2). 

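In the pooled library the common-like clusters contained cells of all 4 tags. The common1-like cluster held from 39.7% (95% Wilson interval, 37.1 to 42.3) to 63.3% (60.3 to 66.3) of the cells of a tag. The common3-like cluster held from 7.12% (5.87 to 8.60) to 13.8% (12.4 to 15.3) and the common4-like cluster from 0.974% (0.638 to 1.48) to 3.78% (2.89 to 4.92). Because the pool contained both tissues and every tag contributed cells, these 3 clusters held AC cells and NP cells whichever tag marked which tissue. The share of each tissue in the AC-dominant-like and NC-like clusters was not computed.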

The existence of common clusters indicated that the AC and NP contained cells with similar gene expression profiles.

**FIGURE 1:**
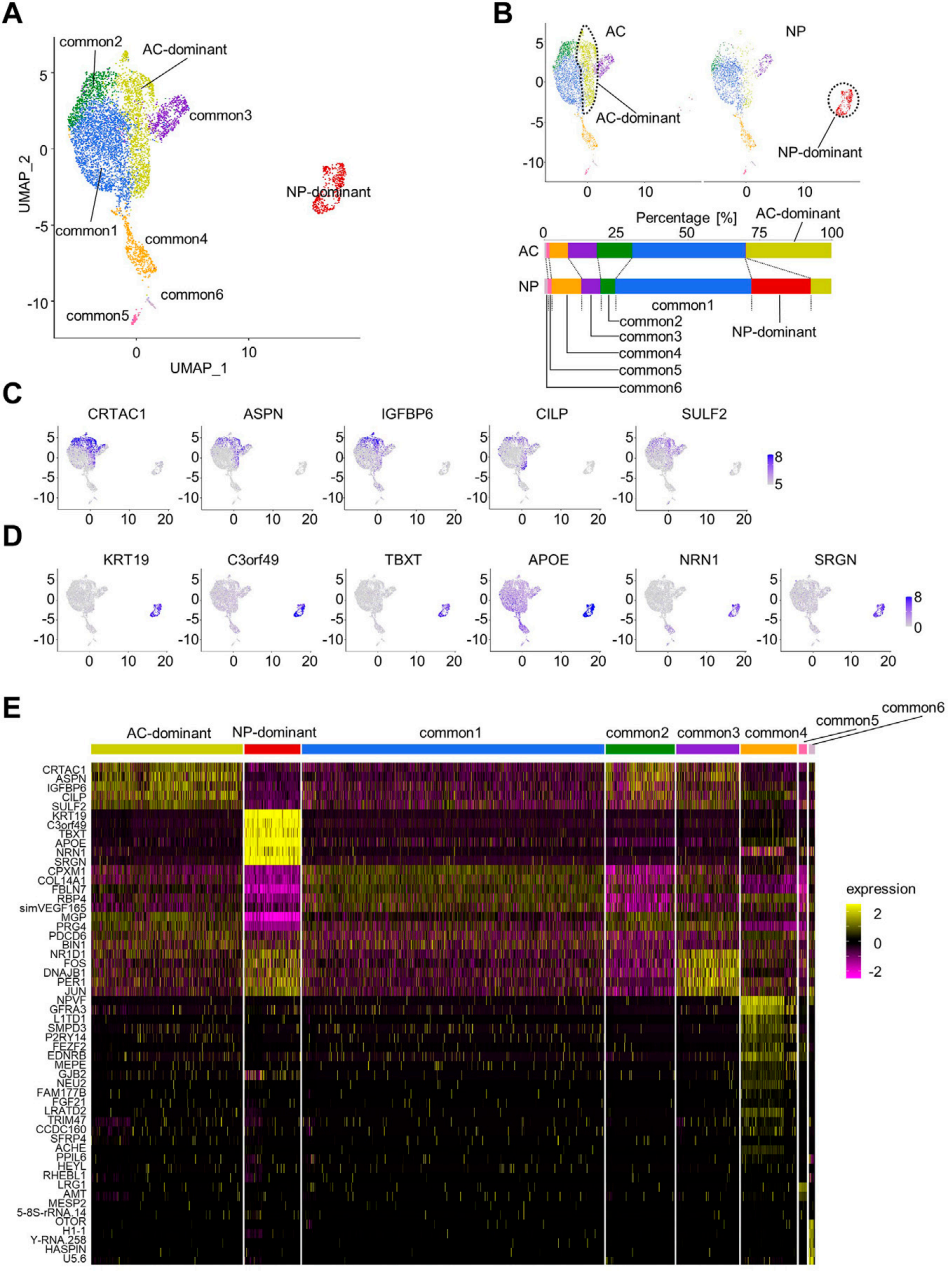
Characterization of articular cartilage (AC) and the nucleus pulposus (NP) by scRNA-seq. **(A)** Uniform Manifold Approximation and Projection (UMAP) plot for AC and the NP (total of 6,607 cells). Eight clusters were visualized by UMAP plot. **(B)** UMAP plot for AC or NP samples. The fraction of each cluster in the AC or the NP is shown. **(C)** Feature plots of marker genes for the AC-dominant cluster. **(D)** Feature plots of marker genes for the NP-dominant cluster. **(E)** Heatmap showing the scaled expression data of marker genes for each cluster.

Next, marker genes for AC- and NP-dominant clusters were examined. Candidate marker genes were detected using the FindAllMarkers function, and those with an adjusted *p*-value < 0.05 were identified as marker genes and sorted by adjusted *p*-value (Supplementary Table S2). Marker genes for the AC-dominant cluster included *CRTAC1*, *ASPN*, *IGFBP6*, *CILP*, and *SULF2*. 

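In the AC-dominant-like cluster of 1151 cells, *CRTAC1* was detected in 99.3% of the cells against 85.4% of the other 4502 cells, and its log2 ratio was 1.80 (95% interval, 1.64 to 1.95). *ASPN* was detected in 86.8% against 48.8% of the cells, with a log2 ratio of 1.99 (1.77 to 2.22). The log2 ratio was 1.83 (1.64 to 2.01) for *IGFBP6*, 2.18 (1.97 to 2.42) for *CILP* and 1.04 (0.90 to 1.18) for *SULF2*. The median of the 5 genes was 1.83 (1.70 to 2.00). The AC-dominant-like cells also had more reads, with a median of 341918 against 198432 in all cells used. Part of the differences in shares may therefore reflect depth. In random lists of 5 genes matched on mean expression, the median share difference was 14.8 points (95% of lists, 9.20 to 20.0). That of the 5 genes was 21.8 points, at percentile 99.44. These genes, like the genes of the other clusters below that the paper took as markers, were chosen by the authors partly from the same cells. When the log-normalized values of the cells were averaged in place of the pooled reads, the median log2 ratio was 3.57. The levels of several of these genes were not highest in the AC-dominant-like cluster. *CRTAC1* reached 1259 rpm there and 1806 in the cluster without a name, and *SULF2* reached 301.3 there, 350.8 in the common3-like cluster and 398.8 in the cluster without a name. *CILP* was highest in the AC-dominant-like cluster, with 533.0 rpm against 398.3 in the cluster without a name.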

The feature plot function confirmed that these genes were preferentially expressed in the AC-dominant cluster (Figures 1C, E, Supplementary Table S2). Marker genes for NP-dominant clusters included *KRT19, TBXT, C3orf49*, *APOE*, *NRN1,* and *SRGN*, which were previously reported as markers for NCs (Tessier and Risbud, 2021; Kamatani et al., 2022). 

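In the NC-like cluster of 373 cells, the log2 ratio to the other 5280 cells was 10.23 (95% interval, 9.90 to 10.54) for *KRT19*, 10.01 (9.75 to 10.27) for *TBXT* and 9.56 (9.23 to 9.87) for *C3orf49*. It was 8.35 (7.63 to 9.19) for *NRN1*, 6.86 (6.64 to 7.07) for *APOE* and 6.82 (6.17 to 7.49) for *SRGN*. Over the 6 genes the median was 8.96 (8.55 to 9.40). *APOE* was detected in all 373 NC-like cells and in 78.5% (95% Wilson interval, 77.3 to 79.6) of the other cells, at 9803 against 84.6 rpm. *C3orf49* was detected in 95.2% (92.5 to 96.9) of the NC-like cells and 32.6% (31.4 to 33.9) of the others, *SRGN* in 93.3% (90.3 to 95.4) and 22.7% (21.6 to 23.9), and *NRN1* in 79.9% (75.5 to 83.6) and 7.73% (7.04 to 8.48). The median of the 6 log2 ratios moved most, to 7.09, when the cells of the 4 tags were integrated by canonical correlation analysis, an alternative chosen after the data were seen.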

The feature plot function confirmed that these genes were preferentially expressed in the NP-dominant cluster (Figures 1D, E, Supplementary Table S2).

To confirm reproducibility, we reanalyzed scRNA-seq data from each monkey. NP-dominant, AC-dominant, and common clusters of cells were identified, and were shown to express respective marker genes in each monkey (Supplementary Figures S3–S5), suggesting reproducibility.

### 3.2 Characteristics of each cluster

The NP-dominant cluster exclusively expressed *KRT19* and *TBXT*, previously reported as markers for NCs (Mohanty et al., 2019; Tessier and Risbud, 2021), indicating that cells in the NP-dominant cluster in the NP are NCs. This finding suggests that the remaining cells in common clusters one to six in the NP corresponded to CLCs.

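In the pooled library *KRT19* was detected in 95.2% (95% Wilson interval, 92.5 to 96.9) of the 373 NC-like cells and in 9.83% (9.06 to 10.7) of the other 5280 cells. *TBXT* was detected in 87.9% (84.2 to 90.9) and 10.2% (9.40 to 11.0). The positive cells outside the NC-like cluster held few reads, with a median of 1 read for both genes. The median in the positive NC-like cells was 164 reads for *KRT19* and 133.5 for *TBXT*. With at least 5 reads required, *KRT19* was detected in 93.3% (90.3 to 95.4) of the NC-like cells and 0.284% (0.172 to 0.468) of the others. For *TBXT* these shares were 85.0% (81.0 to 88.3) and 0.473% (0.321 to 0.698).

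**Figure D1:**
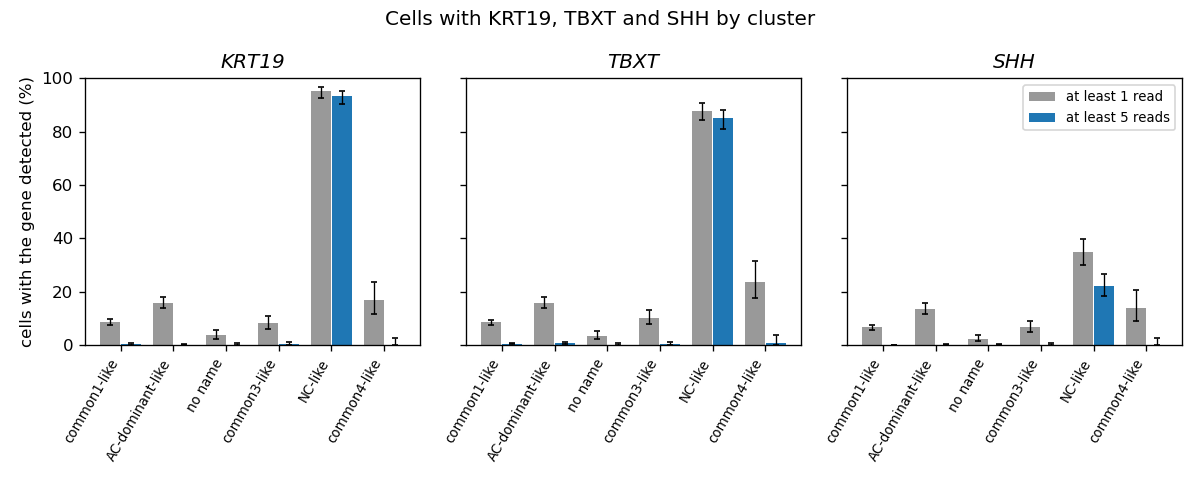
Share of cells (%) in which *KRT19*, *TBXT* and *SHH* were detected in each cluster of the pooled library, with at least 1 read (grey bars) and at least 5 reads (blue bars). Error bars are 95% Wilson intervals and clusters are ordered by their number of cells, with the cluster that took no name marked as such. With at least 5 reads, *SHH* was detected in 22.3% of the NC-like cells and in none of the other cells.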

To characterize common and AC-dominant clusters, we compared their marker genes with those of the chondrocyte clusters in human AC reported by Ji et al. (2019). Articular chondrocytes were divided into six clusters: homeostatic chondrocytes (HomCs), regulatory chondrocytes (RegCs), cartilage progenitor cells (CPCs), prehypertrophic chondrocytes (preHTCs), hypertrophic chondrocytes (HTCs), and fibrocartilage chondrocytes (FCs).

The common3 cluster corresponded to HomCs because they shared *JUN*, *ID3*, *ID1*, *HES1*, *NR4A1*, *NR4A2*, and *PER1* as marker genes (Figure 2A, Supplementary Table S2). 

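All 7 genes had higher levels in the common3-like cluster of 559 cells than in the other 5094 cells of the pooled library. The log2 ratio was 3.50 (95% interval, 3.19 to 3.80) for *ID1*, 3.09 (2.88 to 3.30) for *PER1*, 2.82 (2.54 to 3.08) for *JUN*, 2.65 (2.32 to 2.96) for *ID3*, 2.60 (2.10 to 3.04) for *HES1*, 2.05 (1.74 to 2.31) for *NR4A1* and 1.49 (1.27 to 1.70) for *NR4A2*. Their median was 2.65 (2.42 to 2.95). The 7 genes were also higher in the NC-like cluster than in all other cells, with a median log2 ratio of 1.77 (1.46 to 2.02). With cells downsampled to 56930 reads each, the alternative that moved the common3-like median most, it was 2.85.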

The common4 cluster corresponded to RegCs because *HMOX1*, a marker gene for RegCs, was identified as a marker for the common4 cluster (Figure 2B, Supplementary Table S2). 

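*HMOX1* was detected in 95.1% (95% Wilson interval, 90.2 to 97.6) of the 143 common4-like cells and in 69.0% (67.7 to 70.2) of the other 5510 cells of the pooled library. Its level was 348.8 rpm in the common4-like cells and 319.4 in the others, a log2 ratio of 0.13 (95% interval, -0.48 to 0.60). The ratio fell below 0 with 15 principal components (-0.04) and with downsampled reads (-0.03). More genes were detected per cell in the common4-like cluster than in any other. Among 143 common4-like cells and 143 other cells matched on the number of genes detected, the shares differed by 4.90 percentage points, with a 95% interval from -1.32 to 11.4 that includes 0.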

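*COL10A1* was detected in few cells of every cluster of the pooled library, and no cluster took the common5-like name at any of the settings tried. The share of cells with at least 1 read was 5.56% (95% Wilson interval, 4.38 to 7.04) in the AC-dominant-like, 5.37% (3.78 to 7.56) in the common3-like, 4.05% (3.38 to 4.85) in the common1-like, 2.10% (0.716 to 5.99) in the common4-like and 1.34% (0.574 to 3.10) in the NC-like cluster. It was 1.14% (0.553 to 2.33) in the cluster without a name. The level was highest in the common3-like cluster, at 6.30 rpm, with a log2 ratio to all other cells of 1.91 (95% interval, 0.25 to 2.86).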

The common5 cluster corresponded to HTCs as both clusters preferentially expressed *COL10A1* (Figure 2C). 

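At the main settings, which are the paper's without its integration step, no cluster of the pooled library took the common6-like name. The proliferation markers behind this name had their highest average, 1.84, in the NC-like cluster, which took the NC-like name because its average for that list was 2.03. Without the regression of the cell cycle scores, 19 cells formed a common6-like cluster. The average of the proliferation markers in the NC-like cluster was then -0.36. *CENPU* was detected in 17 of these 19 cells, *UBE2C* in 16 and *STMN1* in 19. By the cell cycle scores 13 of the 19 cells were in G2M phase (68.4%, 95% Wilson interval, 46.0 to 84.6), 6 were in S phase (31.6%, 15.4 to 54.0) and none was in G1 phase (upper limit 16.8%). Clusters of 16 to 18 cells took the same name with a scale factor of 10000, with 2000 variable genes and with integration across the tags, the last chosen after the data were seen. Of the 19 cells, 14 lay in the NC-like cluster at the main settings, where *UBE2C* was detected in 5.90% (3.93 to 8.77) of the cells, against 1.33% (1.05 to 1.67) of all other cells. These 14 cells had 0.533, 0 and 0 rpm of *KRT19* under tags A951, A952 and A954. The other NC-like cells had 1143, 1081 and 1114 rpm there, the last in 2 cells. Under A953 the levels were 115.0 and 374.3 rpm. By tag, *BGN* was 7971 to 9204 rpm in the 14 cells and 551.4 to 3782 in the other NC-like cells.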

The common6 cluster potentially corresponded to the CPC cluster because it showed high proliferative activity, as indicated by high G2M and S scores, and preferentially expressed *CENPU*, *UBE2C*, *DHFR*, and *STMN1*, marker genes for CPCs (Figures 2D, E, Supplementary Table S2). Immunohistochemical analysis revealed a few cells expressing Ki67 in AC and NP (Figure 2F). The marker genes for the AC-dominant cluster included *CRTAC1* and *ASPN*, which are also the marker genes for preHTCs, and *IGFBP6* and *PRSS23*, which are also the marker genes for FCs. This suggested that the AC-dominant cluster was a cell population composed of preHTCs and FCs (Figure 2G, Supplementary Table S2). 

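Of the preHTC and FC marker genes named here, *PRSS23* was detected in 96.4% (95% Wilson interval, 95.1 to 97.3) of the AC-dominant-like cells and in 77.3% (76.0 to 78.5) of the other cells of the pooled library. Its levels were 428.7 and 200.5 rpm, and the log2 ratio was 1.10 (95% interval, 0.97 to 1.23). In the NC-like cluster, *PRSS23* reached 464.2 rpm. *IGFBP6* was detected in 98.1% (97.1 to 98.7) of the AC-dominant-like cells and in 78.3% (77.1 to 79.5) of the others. Its level in the AC-dominant-like cluster was 768.3 rpm, below the 1078 rpm of the cluster without a name. The AC-dominant-like cells had more reads than most others, so part of the differences in these shares may reflect depth.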

Immunohistochemical analysis revealed cells expressing IGFBP6 in the superficial zone of AC (Figure 2H), suggesting that AC-dominant cells correspond to superficial zone cells. The common1 and common2 clusters corresponded to none of the chondrocyte clusters proposed by Ji et al. (2019). Notably, cells in the common1 cluster preferentially expressed *BMP2*, and those in the common2 cluster preferentially expressed *MGP* (Figure 2I, Supplementary Table S2).

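*BMP2* was detected in 90.0% (95% Wilson interval, 88.9 to 91.1) of the 2813 common1-like cells and in 81.0% (79.5 to 82.4) of the other 2840 cells of the pooled library. Its level was 1048 rpm against 404.8, a log2 ratio of 1.37 (95% interval, 1.23 to 1.51). The common1-like cluster had the highest level, followed by the common4-like cluster with 671.2 rpm, and the NC-like cluster had the lowest with 57.5. For *MGP* the comparison with a common2-like cluster could not be made, because no cluster took that name at any of the settings tried. The cluster without a name had 7821, 6740, 17411 and 11416 rpm of *MGP* under tags A951, A952, A953 and A954. Under each tag this was above the common1-, common3- and common4-like clusters. It was also above the AC-dominant-like cluster, except under A952, where that cluster had 9475 rpm. At 4 of the alternatives the common2 marker genes had their highest average, from 1.05 to 1.15, in the AC-dominant-like cluster, which already had its name.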

**FIGURE 2:**
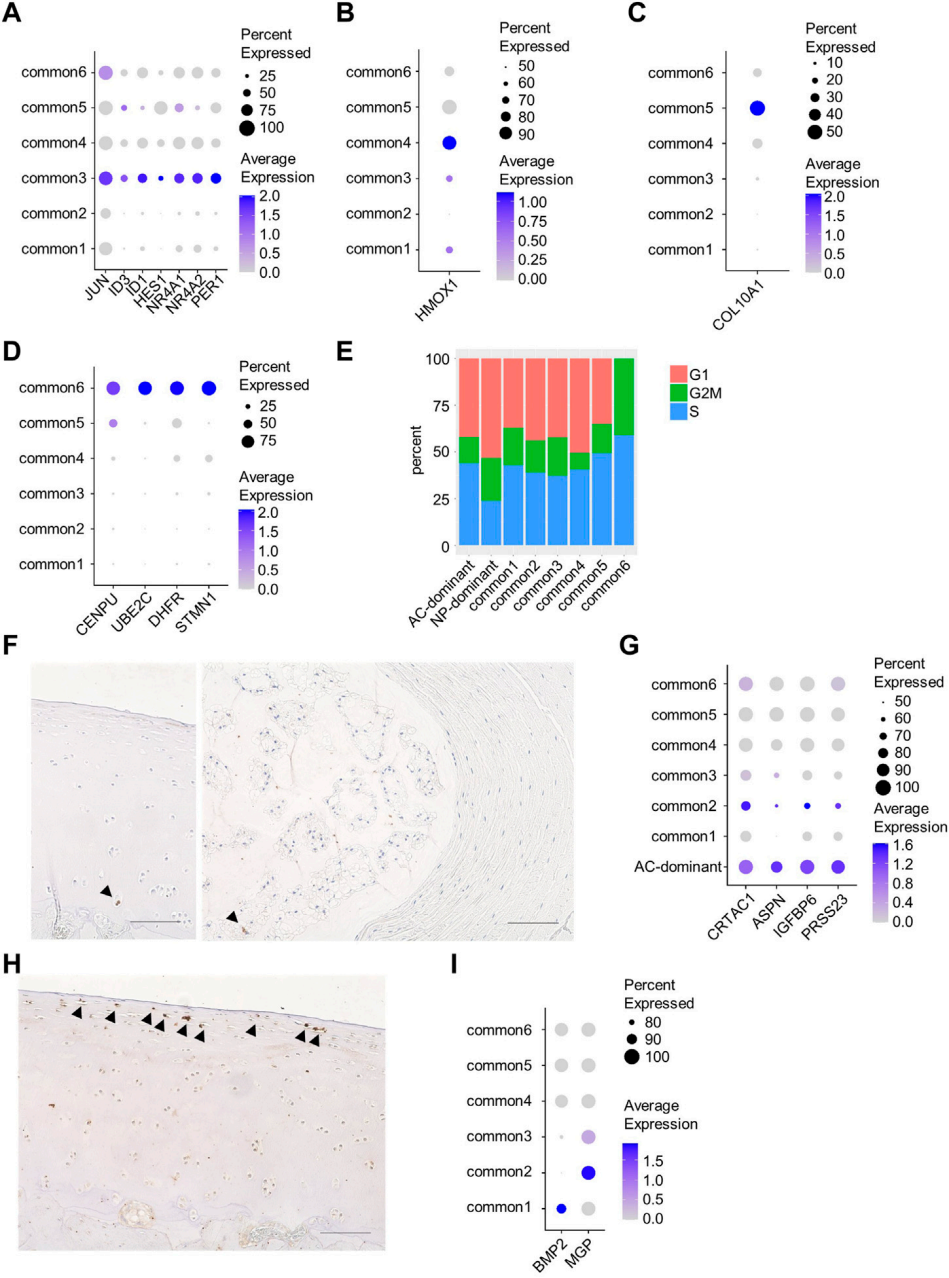
Characterization of each cluster. **(A)** Dot plots of characteristic genes of the common3 cluster. **(B)** Dot plots of characteristic genes of the common4 cluster. **(C)** Dot plots of characteristic genes of the common5 cluster. **(D)** Dot plots of characteristic genes of the common6 cluster. **(E)** The fraction of cell cycle phases in each cluster. **(F)** Immunostaining of sections from monkey AC (left) and rat NP (right) using anti-Ki67 antibody. *Arrowheads* indicate cells expressing Ki67. **(G)** Dot plots of marker genes for preHTCs or FC. **(H)** Immunostaining of sections from monkey AC using anti-IGFBP6 antibody. *Arrowheads* indicate cells expressing IGFBP6. **(I)** Dot plots of characteristic genes of the common1 or 2 cluster. Scale bars, 100 µm.

### 3.3 Common clusters were enriched for *GLI1* as an upstream regulator

To search for signaling molecules that control the six common clusters, DEGs between the common clusters and the other clusters (AC- and NP-dominant clusters) were identified and subjected to QIAGEN IPA (Krämer et al., 2014). The common clusters were enriched for genes related to 10 transcriptional factors, including *GLI1* (Figure 3A), the nuclear mediator of the hedgehog pathway (Lee et al., 1997).

**FIGURE 3:**
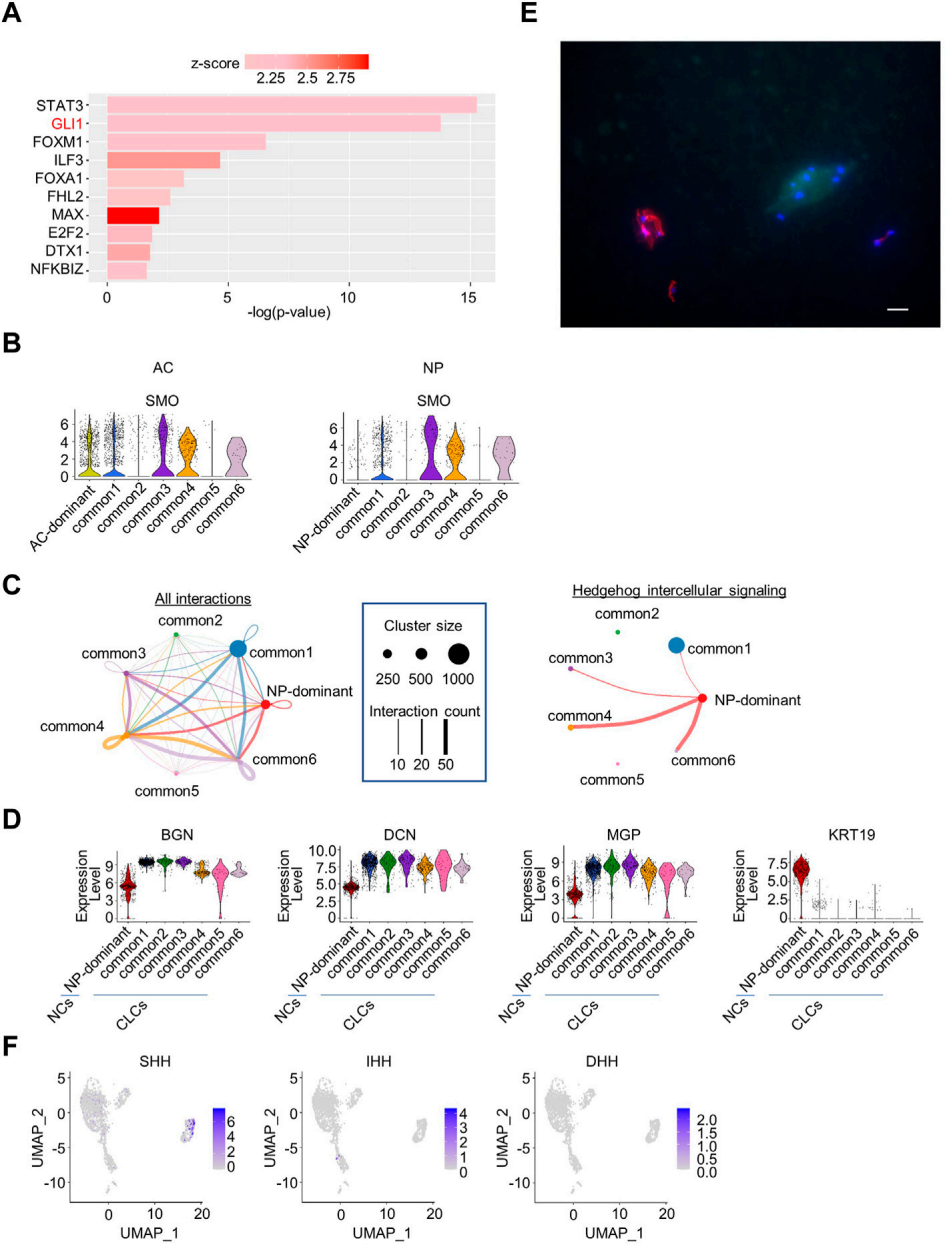
Upstream regulator analysis of NP and AC samples combined, and cell–cell interaction analysis of NP samples. **(A)** Transcription regulators enriched in common clusters in the analysis of NP and AC samples combined. **(B)** Violin plots showing the expression levels of *SMO* in the AC or NP. **(C)** Intercellular signaling between clusters identified by CellChat analysis in the NP. *Left*, circle plot of cell–cell interactions is indicated. Each cluster is indicated by a dot. The size of the dot represents the number of cells constituting the cluster, and the number of interactions is represented by the thickness of the line. *Right*, circle plot of hedgehog intercellular signaling. Hedgehog signaling was sent exclusively from NP-dominant clusters to common1, 3, 4, and 6 clusters. **(D)** Violin plots of marker genes for chondrocyte-like NP cells (CLCs) (*BGN*, *DCN,* and *MGP*) and notochordal NP cells (NCs) (KRT19) in the NP samples. **(E)** Immunostaining of a cynomolgus monkey intervertebral disc (IVD) (anti-cytokeratin (CK)19 antibody (red), 4′,6-diamidino-2-phenylindole (DAPI) (blue), and anti-matrix gla protein (MGP) antibody (green). Scale bar: 20 μm. **(F)** Feature plot showing the expression of hedgehog family members in NP samples.

To confirm that hedgehog pathways are activated in cells in common clusters in both the NP and AC, we analyzed the expression of the SMO protein, which mediates hedgehog signaling. The expression of *SMO* was elevated in some common clusters in both the NP and AC (Figure 3B), supporting the hypothesis that hedgehog pathways are activated in some common clusters in both the AC and NP.

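In the pooled library *SMO* was detected in 50.8% (95% Wilson interval, 46.7 to 54.9) of the common3-like, 49.7% (41.6 to 57.7) of the common4-like and 29.9% (28.3 to 31.7) of the common1-like cells. It was detected in 38.0% (35.2 to 40.8) of the AC-dominant-like and 12.3% (9.37 to 16.1) of the NC-like cells, and in 9.93% (7.81 to 12.6) of the cells in the cluster without a name. The level was highest in the common3-like cluster with 110.0 rpm, followed by the common1-like cluster with 45.4, the common4-like cluster with 38.0 and the AC-dominant-like cluster with 30.6. The cluster without a name had 26.4 and the NC-like cluster 9.58 rpm. Under the 4 tags, the shares of cells with *SMO* ranged from 27.9% (24.5 to 31.6) to 32.5% (29.7 to 35.4) in the common1-like cluster, from 45.8% (40.2 to 51.5) to 63.4% (52.6 to 73.0) in the common3-like cluster and from 42.9% (24.5 to 63.5) to 54.5% (38.0 to 70.2) in the common4-like cluster. With at least 5 reads required, the share in the common1-like cluster was 20.6% (19.1 to 22.1).

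**Figure D2:**
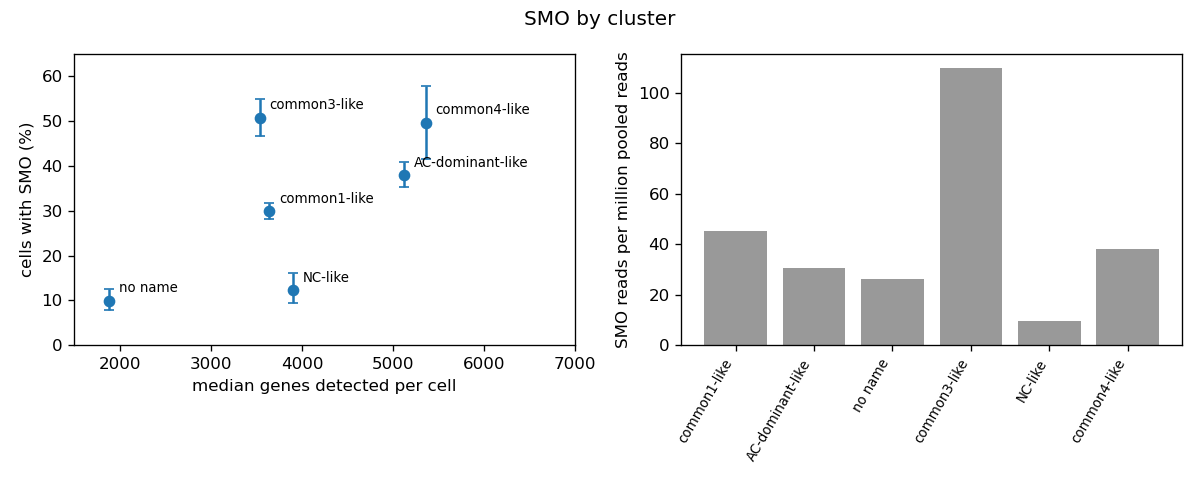
Left, share of cells with *SMO* (%) against the median number of genes detected per cell in each cluster of the pooled library, with 95% Wilson intervals as error bars. Right, *SMO* level of each cluster in rpm, which was highest in the common3-like cluster (110.0).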

### 3.4 Hedgehog signaling from some NCs to CLCs was inferred as intercellular signaling in NP

Next, we analyzed cell–cell interactions between clusters in the NP and AC. CellChat analysis of NP cells revealed 27 intra- and inter-cluster signals, including hedgehog signals. Interestingly, the hedgehog signals were exclusively sent from the NP-dominant cluster (Figure 3C, Supplementary Figure S6). The expression of marker genes for NCs suggested that the NP-dominant cluster cells corresponded to NCs (Figure 3D). To investigate whether the common cluster cells in the NP corresponded to CLCs, we analyzed the expression of markers in NP cells. The common clusters highly expressed genes such as *BGN* and *DCN* (Figure 3D)*,* which are upregulated in CLCs (Chen et al., 2006), suggesting that the common cluster cells corresponded to CLCs. 

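In the pooled library, *BGN* and *DCN* were detected in nearly all cells, and the clusters differed in level. *BGN* reached 12722 rpm in the 3515 cells of the common1-, common3- and common4-like clusters combined and 1855 in the 373 NC-like cells, a log2 ratio of 2.78 (95% interval, 2.43 to 3.21). *DCN* reached 4433 against 375.4 rpm, a log2 ratio of 3.56 (3.09 to 4.16). With means of log-normalized values, the alternative that moved them most, both ratios were 4.69. Under each of the 4 tags, both genes were higher in the common1-like and the common3-like than in the NC-like cells. In the common4-like cells *BGN* was also higher under each tag, but *DCN* was lower than in the NC-like cells under 2 tags. Its levels there were 1131 against 1461 rpm and 1606 against 2246 rpm, with only 8 and 5 NC-like cells. Of these, 4 and 3 were among the cells that were common6-like without regression of the cell cycle scores, and the other NC-like cells had 1139 and 175 rpm.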

To confirm the reproducibility across individual monkeys, we reanalyzed scRNA-seq data for each monkey. The violin plot indicated that NP-dominant cluster cells highly expressed KRT19 and that common cluster cells highly expressed matrix gla protein (MGP) in all individual monkeys, confirming reproducibility (Supplementary Figure S7). To further confirm that the NP was histologically composed of NCs and CLCs, we prepared frozen sections of IVDs from a cynomolgus monkey and performed fluorescent immunostaining with antibodies against CK19 (KRT19), a marker for NCs, and MGP. 

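*MGP* was detected in 98.4% (95% Wilson interval, 96.5 to 99.3) of the NC-like cells of the pooled library and in 99.9% (99.8 to 100) of the other cells, so the difference lay in the level. The level of *MGP* was 824.3 rpm in the NC-like cells and 5045 in the common1-, common3- and common4-like cells, a log2 ratio of 2.61 (95% interval, 1.77 to 3.65). Among the common-like clusters it was highest in the common3-like cluster with 8573 rpm, followed by the common4-like cluster with 5332 and the common1-like cluster with 4284. Under each tag the cluster without a name had a higher level than these clusters. The difference between NC-like and common-like cells did not hold under every tag, because the 8 NC-like cells of 1 tag had 8853 and its 546 common1-like cells had 5850 rpm. Under the other tags the NC-like cells had 277.6 rpm (283 cells), 429.8 (77 cells) and 891.5 (5 cells). The common1-like cells of these tags had 4037, 3964 and 3838 rpm in the same order. The 8 cells therefore raised the pooled level of 824.3 rpm, on which the log2 ratio rests. Of these 8 cells, 4 were common6-like without regression of the cell cycle scores, with 8166 rpm, and the other 4 had 10509 rpm. The 8 cells had 191.1 rpm of *KRT19*, against 1040 in the 283 and 997.8 in the 77 NC-like cells.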

*MGP* was preferentially expressed in the common clusters but not in NP-dominant clusters (Figure 3D) and is reported to be expressed in the NP in aged individuals (Rutges et al., 2010). The results indicate that the NP contained 2 cell types, with exclusive expression of either CK19 or MGP (Figure 3E). These results collectively suggested that hedgehog signaling is transmitted from NCs to CLCs. 

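*SHH* was detected in 130 of the 373 NC-like cells of the pooled library (34.9%, 95% Wilson interval, 30.2 to 39.8) and in 7.92% (7.22 to 8.68) of the other 5280 cells. Its level was 88.0 rpm in the NC-like cells and 0.375 in the others, a log2 ratio of 7.87 (95% interval, 7.34 to 8.27). None of the positive cells outside the NC-like cluster held 5 or more reads of *SHH*, whereas 22.3% (18.3 to 26.7) of the NC-like cells did. *IHH* was detected in 0 of the 373 NC-like cells, which allows a share of up to 0.804%, and in 8 of the other cells. *DHH* was detected in 1 NC-like cell, with 1 read, and in 5 of the other cells. The paper proposes from the CellChat result and from the markers of the clusters that NCs send the hedgehog signal, and it looks among the 3 ligands for the gene expressed in these cells.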

To determine which of the three hedgehog family members (Sonic, Indian, and Desert) was sent from NCs as a ligand, we examined the expression of each hedgehog ligand in scRNA-seq data and found that only *SHH* was preferentially expressed in a part of NCs (Figure 3F).

In contrast, CellChat analysis in the AC detected 25 interactions between clusters, which did not include hedgehog signaling (Supplementary Figure S8). None of the hedgehog ligands was expressed in AC cells in the scRNA-seq data (Supplementary Figure S9). These results suggested that the hedgehog pathway in common cluster cells in the AC is activated by ligands of unknown origin.

### 3.5 Hedgehog proteins were secreted from NCs in the NP and subchondral bone in the AC

Since scRNA-seq analysis indicated that *SHH* was expressed in some NCs in the NP, we examined whether it was also expressed at the protein level in NCs using rat caudal IVDs. Immunostaining showed that SHH was expressed in some of the NCs with vacuoles (Figure 4A). IHH expression was not detectable. This result supported the idea that NCs supply SHH proteins as ligands for hedgehog signaling to CLCs.

**FIGURE 4:**
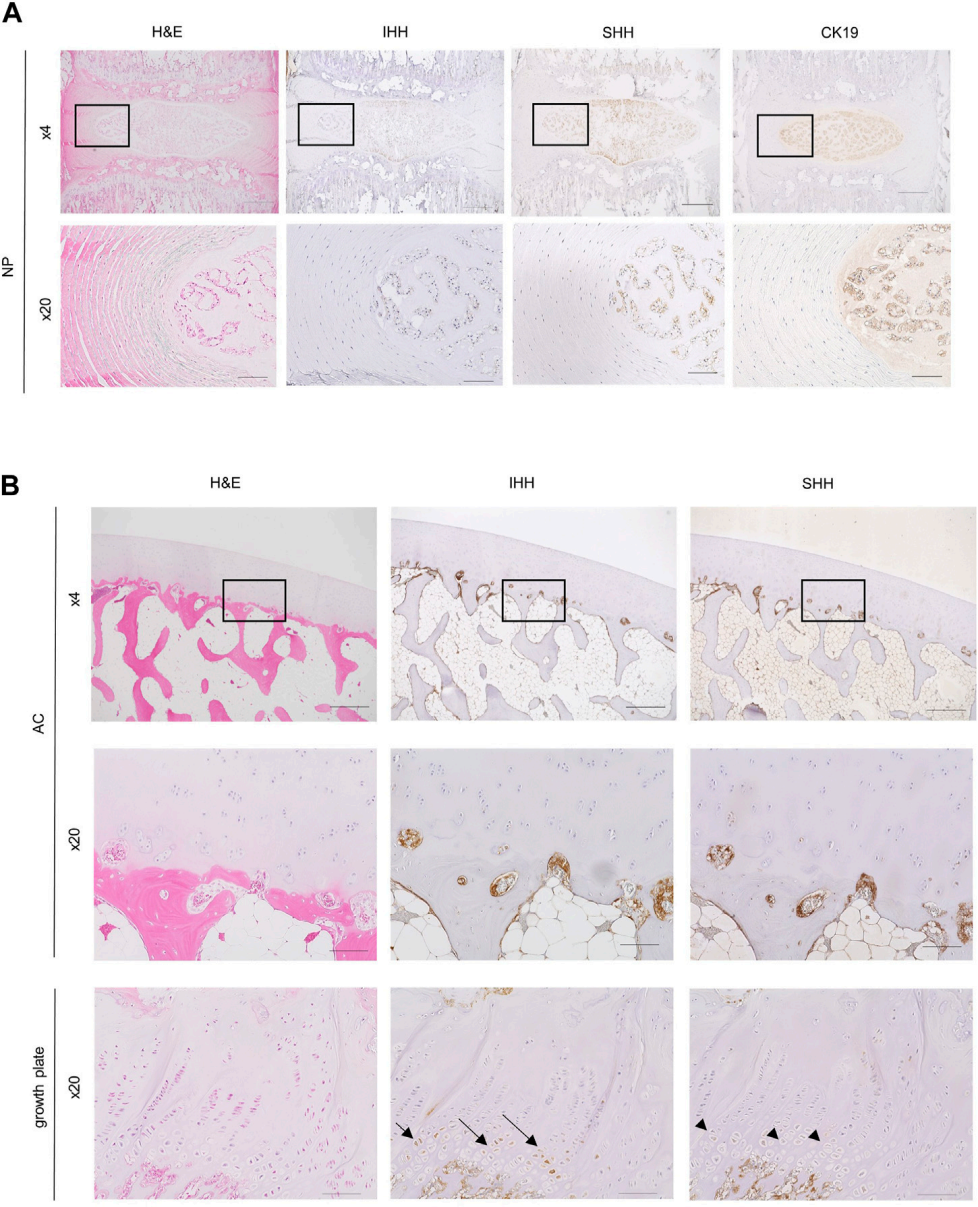
Histological and immunohistochemical analysis of sections of the IVD and AC. **(A)** Rat IVD histological sections were stained with hematoxylin-eosin (*left column*) and immunostained with anti-Indian Hedgehog (IHH) antibody (*second column*), anti-sonic hedgehog (SHH) antibody (*third column*), and anti-CK19 antibody (*right column*). A magnified view of the boxed region in the top row is shown in the bottom row. Scale bars: top row, 500 μm; bottom row, 100 μm. **(B)** Histological sections of monkey AC (*top* and *middle rows*) and growth plate cartilage (*bottom row*) stained with hematoxylin-eosin (*left*), anti-IHH antibody (*middle*), and anti-SHH antibody (*right*). Magnified images of the boxed regions at the *top* are shown in the *middle*. Note that prehypertrophic chondrocytes in the growth plate cartilage used as controls were recognized by the anti-IHH antibody (arrows) but not by the anti-SHH antibody (arrowheads). Bone marrow cells attached to the bone were recognized by both anti-IHH and anti-SHH antibodies. Scale bars: top row, 500 μm; middle and bottom rows, 100 μm.

Next, to identify the source of hedgehog ligands in the AC, we performed immunohistochemical staining of paraffin sections of the distal end of femur from cynomolgus monkey. SHH and IHH were expressed in bone marrow cells that were attached to the subchondral bone (Figure 4B). These hedgehog-positive bone marrow cells were excluded from our scRNA-seq analysis because we did not include the subchondral bone when preparing single cells from the AC for scRNA-seq analysis. Similar to the results of our study, a previous report also indicated SHH expression in hematopoietic cells, endothelial cells, and mesenchymal stem cells in the bone marrow of the AC (Newton et al., 2019). Overall, these findings suggested that that bone marrow cells surrounding the subchondral bone supply the ligands for hedgehog signaling in the AC.

### 3.6 Hedgehog signaling potentially activates the HIF-1α pathway in articular chondrocytes and CLCs

Hedgehog pathways appeared to be activated in some common clusters. *SMO,* which encodes a protein mediating hedgehog signaling, was highly expressed in clusters common 1, 3, 4, and 6, but not in clusters common 2 and 5 in the AC and NP, respectively (Figure 3B). Consistently, Cell Chat analysis detected hedgehog signaling from NP-dominant clusters to clusters common 1, 3, 4, and 6, but not to clusters common 2 and 5 (Figure 3C, *right*). To investigate the effect of hedgehog signaling, we identified DEGs between common clusters that appeared to receive hedgehog signaling (common 1, 3, 4, and 6) and those that did not (common 2 and 5) and subjected them to IPA in the AC and NP samples independently. We found 58 and 60 pathways significantly enriched in the AC and NP samples, respectively, with 24 pathways enriched in both samples. We were interested in the HIF-1α pathway among the 24 pathways (Supplementary Figure S10) because both the AC and NP are known to be under hypoxic conditions wherein the HIF-1α pathway is activated. The violin plot function confirmed that HIF-1α target genes were preferentially expressed in common 1, 3, 4, and 6 than in common 2 and 5 clusters in both the AC and NP (Figure 5A). 

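At the main settings and all the alternatives, no cluster of the pooled library took the common2-like or common5-like name, so the comparison with these clusters could not be made here. In the common1-like, common3-like and common4-like clusters the level of *HK2* was 130.3, 61.6 and 101.7 rpm, respectively. The level of *EGLN3* was 38.7, 57.1 and 8.14 rpm in the same order. *MMP2* reached 75.0, 90.1 and 71.9 rpm and *MRAS* 41.1, 33.7 and 89.0. *HK2* was detected in 57.9% (95% Wilson interval, 56.1 to 59.7) of the common1-like, 50.6% (46.5 to 54.8) of the common3-like and 83.2% (76.2 to 88.5) of the common4-like cells. Under the 4 tags, the share of common1-like cells with *HK2* lay between 56.7% (52.8 to 60.5) and 58.6% (55.5 to 61.5).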

The expression level of *HIF-1A* mRNA was not different between clusters (Figure 5A, B), consistent with the findings that HIF-1α activity is regulated at the protein level (Aragonés et al., 2009).

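The gene, listed as *HIF1A* in the counts, was detected in 90.9% (95% Wilson interval, 88.3 to 92.9) to 100% (97.4 to 100) of the cells of every cluster of the pooled library. Its level was 712.1 rpm in the common1-like, 764.7 in the common3-like and 754.7 in the AC-dominant-like cluster. It was highest in the common4-like cluster with 1022 rpm and lowest in the NC-like cluster with 481.8, where the log2 ratio to all other cells was -0.64 (95% interval, -0.82 to -0.46). The paper states that the mRNA did not differ between its clusters and cites an earlier study for control of HIF-1α activity through the protein.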

**FIGURE 5:**
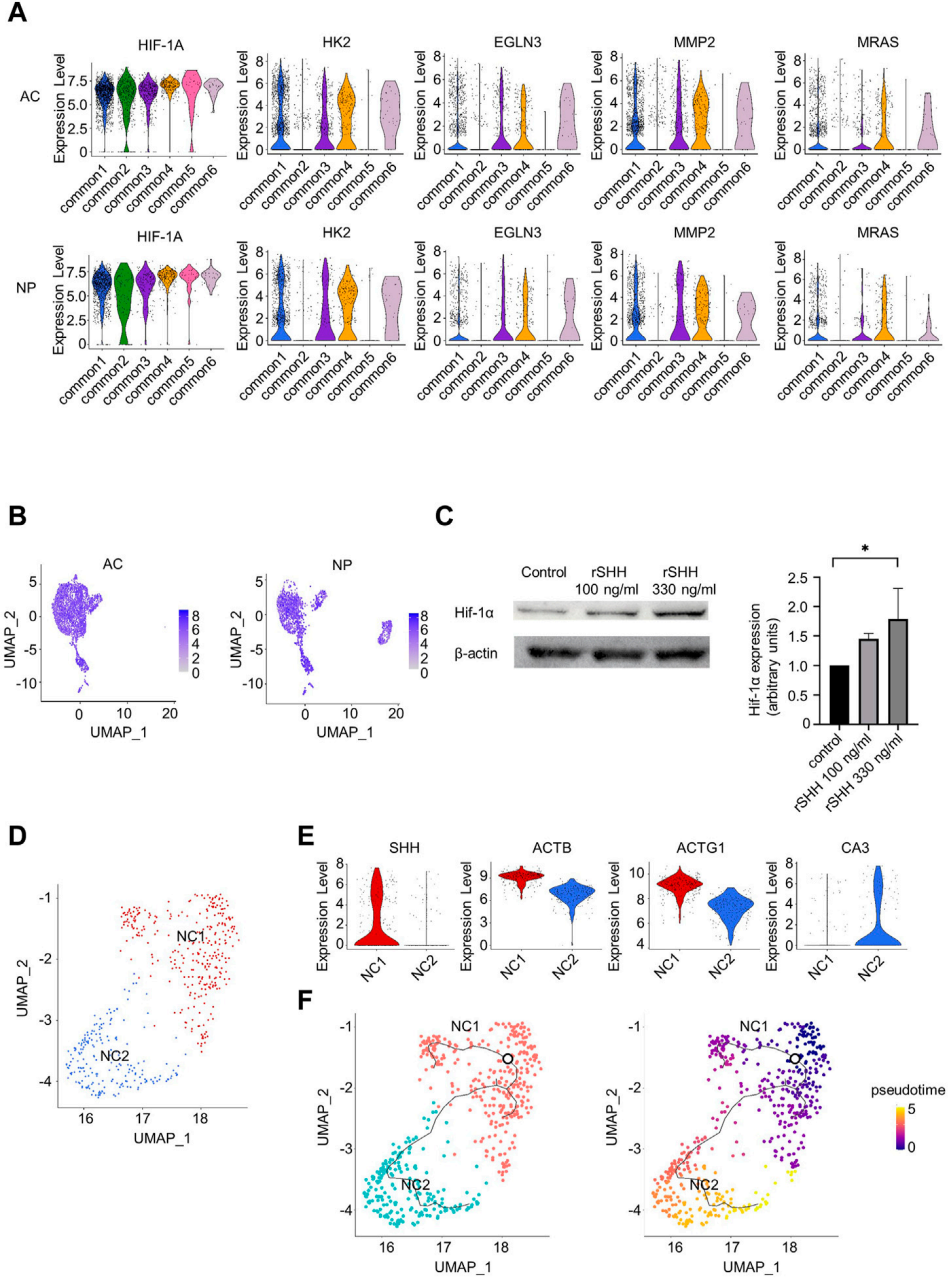
Relationship between hedgehog signaling and hypoxia-inducible factor 1-alpha (HIF-1α) signaling and re-clustering analysis of NCs. **(A)** Violine plots showing the expression levels of *HIF-1A* and HIF-1α targeting genes in the AC or NP. **(B)** Feature plots of *HIF-1A*. **(C)** Immunoblot expression analysis of Hif-1α in primary chondrocytes treated with 100 or 330 ng/mL rSHH for 24 h. *Left*: blots representative of four independent experiments are shown. *Right*: quantification of Hif-1α to *β*-actin ratio. *p-value < 0.05 by Kruskal–Wallis test with *post hoc* Dunn’s multiple comparisons test (*n* = 4). **(D)** UMAP plot of NP-dominant cluster cells after re-clustering. **(E)** Violin plots showing marker genes in the NC1 or NC2 cluster. **(F)** Results of trajectory analysis by Monocle 3. *Left*, trajectories are projected onto UMAP plot of NP-dominant cluster cells. The root node, which represents the beginning of the biological process, is indicated by a circle. *Right*, pseudotime for NP-dominant cluster cells.

We further analyzed the relationship between hedgehog signaling and HIF-1α expression. The addition of SHH increased HIF-1α protein levels in mouse primary chondrocytes (Figure 5C), indicating that hedgehog signaling activates the HIF-1α pathway.

### 3.7 IPA revealed enrichment of TGF-β1 signaling in NCs with high *SHH* expression

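Among the NC-like cells of the pooled library, the share with *SHH* rose only in the cells with the most reads. *SHH* was detected in 29.0% (95% Wilson interval, 21.8 to 37.6) of the 124 NC-like cells with the fewest reads, whose median was 92532 reads. It was detected in 27.4% (20.3 to 35.9) of the next 124 cells, with a median of 175963 reads, and in 48.0% (39.4 to 56.7) of the 125 cells with the most reads, with a median of 340934. *KRT19* was detected in 355 of the same 373 cells.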

As indicated by the FeaturePlot function in scRNA-seq analysis, only a part of the NCs preferentially expressed *SHH* (Figure 3F), suggesting heterogeneity within NCs. To further analyze NCs, NP-dominant cluster cells were re-clustered with the resolution parameter set to 0.1, resulting in identification of two clusters: NC1 and NC2 (Figure 5D). 

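When the 373 NC-like cells of the pooled library were re-clustered with the paper's resolution of 0.1, they formed 1 cluster. With a resolution of 0.3 they formed 2 clusters of 212 and 161 cells. These were named NC1-like and NC2-like from genes fixed before the data were examined. At the resolution of 0.1, 2 clusters also formed without regression of the cell cycle scores, with 240 and 119 cells, and with downsampled reads, with 216 and 136 cells. Under the other alternatives the NC-like cells formed 1 cluster.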

Interestingly, the NC1 cluster preferentially expressed *SHH*, whereas NC2 did not (Figure 5E). 

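With the resolution of 0.3, *SHH* was detected in 48.1% (95% Wilson interval, 41.5 to 54.8) of the 212 NC1-like cells and in 17.4% (12.3 to 24.0) of the 161 NC2-like cells. Its level was 110.9 against 32.1 rpm, a log2 ratio of 1.79 (95% interval, 0.80 to 3.07). The NC1-like cells also had more reads, with a median of 230012 per cell against 109181. Among 91 cells of each cluster matched on the number of reads, the shares with *SHH* still differed by 27.5 percentage points (95% interval, 15.1 to 38.9). With downsampled reads at the paper's resolution, the log2 ratio was 2.41 (1.13 to 4.93).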

Consistently, immunohistochemical analysis indicated that all NCs with vacuoles expressed CK19, while part of NCs with vacuoles expressed SHH (Figure 4A). Furthermore, *ACTB* and *ACTG1* were preferentially expressed in NC1 than in NC2, whereas *CA3*, a gene expressed in NCs in individuals aged 13 years (Gan et al., 2021), was preferentially expressed in NC2 than in NC1. 

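With the resolution of 0.3, the log2 ratio of the NC1-like to the NC2-like cells was 1.72 (95% interval, 1.38 to 2.06) for *ACTB* and 1.47 (1.19 to 1.78) for *ACTG1*. The level of *ACTB* was 9170 rpm in the NC1-like and 2791 in the NC2-like cells, and that of *ACTG1* was 9515 and 3426. The NC1-like name rested on *ACTA2*, another actin gene, *MYL9* and *TAGLN*. The direction for *ACTB* and *ACTG1* may therefore follow from the naming and is not an independent result. *CA3* went the other way, with a log2 ratio of -2.32 (-3.58 to -1.18). It was detected in 12.7% (95% Wilson interval, 8.90 to 17.9) of the NC1-like and 24.8% (18.8 to 32.1) of the NC2-like cells. Without regression of the cell cycle scores, the ratio of *ACTB* was larger, at 2.90 (2.65 to 3.14).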

IPA of DEGs between NC1 and NC2 revealed that the NC1 cluster was enriched for genes related to TGF-β1 as an upstream regulator (Supplementary Figure S11). Together with a previous report that TGF-β1 increases SHH expression at the mRNA level in fibroblasts (Wen et al., 2022), this result suggests that TGF-β1 signals are involved in increasing the expression of SHH in NCs. To investigate the differential trajectories among the NCs, we next performed trajectory inference using Monocle 3 (Figure 5F, *left*). NC1 cells were predicted to be root cells that differentiated into NC2 cells by the computed pseudotime (Figure 5F, *right*).

## 4 Discussion

The importance of hedgehog pathways in NP and AC homeostasis has been reported. Modulation of hedgehog pathways causes osteoarthritis (Lin et al., 2009) and IVD degeneration in mice (Bao et al., 2021). Gli1 has been found to be expressed in NP (Li et al., 2019). However, the underlying mechanisms by which the NP and AC acquire hedgehog pathways in parallel remain to be elucidated. During development, the notochord is formed at embryonic days E) 9–11 in mice (McCann and Seguin, 2016) and Carnegie stages 8–12 (E 15–30) in humans (de Bree et al., 2018). The notochord expresses and secretes SHH to induce the differentiation of surrounding cells, including mesenchymal cells that form vertebral bodies (Choi et al., 2012). Notochord cells become NCs in the NP after birth and continue to express SHH (Dahia et al., 2009). Our study suggested that SHH from NCs activates the hedgehog pathway in CLCs (Figure 6, *top*). Although the precise mechanism by which SHH regulates IVD degeneration is unknown, our results suggest that the hedgehog pathway in CLCs underlies IVD homeostasis. During limb development, IHH is expressed in the prehypertrophic chondrocytes of the primordial cartilage. IHH stimulates the proliferation of proliferative chondrocytes (St-Jacques et al., 1999). In addition, IHH induces the expression of PTHrP, which inhibits chondrocyte hypertrophy and regulates the height of the proliferative chondrocyte zone (Vortkamp et al., 1996). Although the role of hedgehog pathways and the expression of hedgehog proteins are less understood after birth than in embryos, they are essential for the homeostasis of articular chondrocytes (Lin et al., 2009). Our results suggested that bone marrow cells that attach to subchondral bone provide hedgehog ligands, which then activate the hedgehog pathway in articular chondrocytes (Figure 6, *bottom*). Although the developmental narrative of establishing hedgehog pathways differs between the NP and AC, it is interesting to assume that the parallel activation of the hedgehog pathway in the NP and AC accounts for the similarity in the transcriptional profiles between CLCs and articular chondrocytes.

**FIGURE 6:**
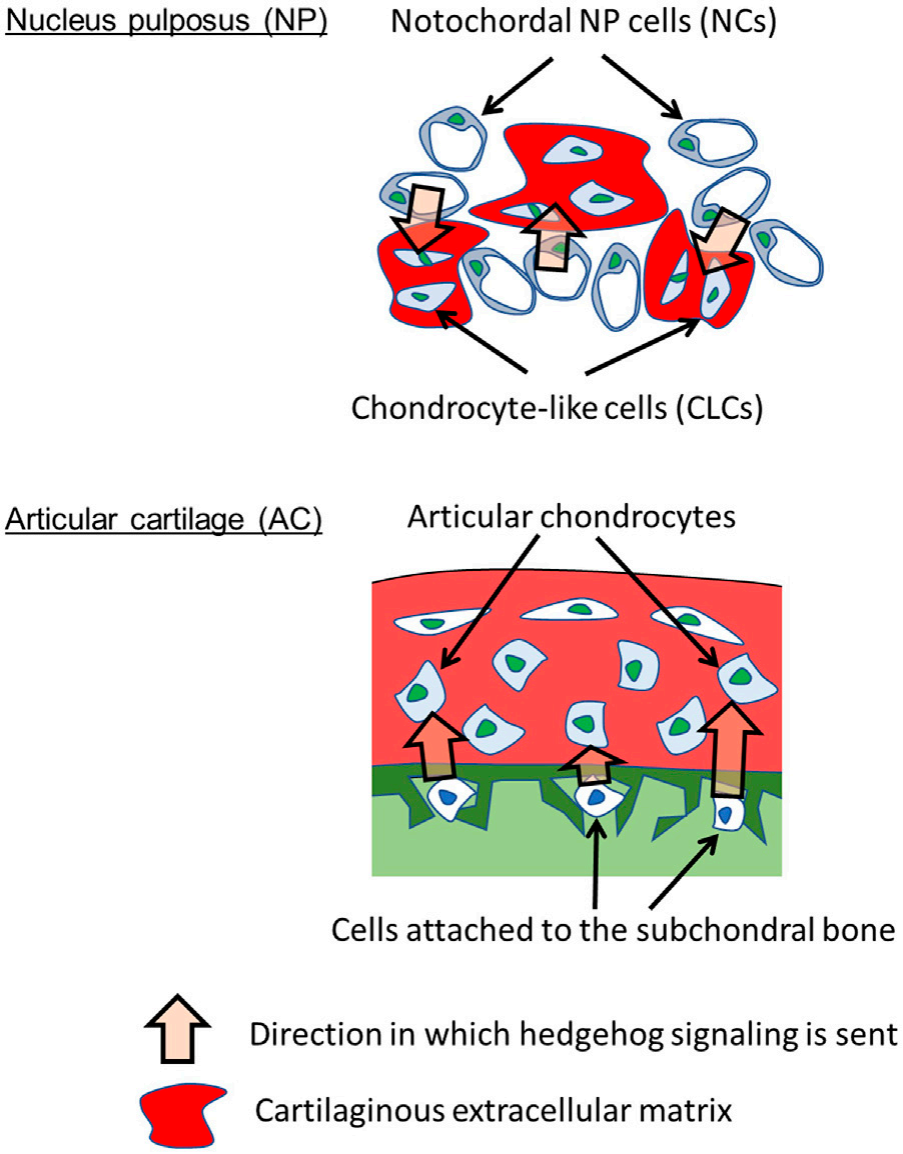
Parallel paracrine-regulation by hedgehog in NP and AC. The results suggest that hedgehog signaling is sent from NCs to CLCs in NP and from subchondral bone cells to articular chondrocytes in AC. Hedgehog signaling activates HIF-1α signaling.

The relationship between hedgehog signaling and HIF-1α has been reported. Specifically, HIF-1α regulates hedgehog pathways in tumor cells, whereas hedgehog pathways regulate HIF-1α activity in hepatic stellate cells (Zhang et al., 2017; Bhuria et al., 2019). In the current study, we found that the hedgehog pathway regulates HIF-1α activity in chondrocytes. However, it remains to be determined how the hedgehog–HIF-1α axis contributes to the homeostasis of the NP and AC.

The fact that the number of NCs decreases with age and becomes obliterated by the age of 10 poses limited opportunity to study NCs in humans. Previous studies have analyzed IVD in individuals aged 10 years or older (Gan et al., 2021), showing that the relative number of NCs to that of CLCs is low. Here, we used 3-year-old monkeys and obtained a substantial number of NCs, allowing us to conduct detailed analysis and identify hedgehog signaling from NCs to CLCs. In addition, we detected 2 cell types in NCs: one that highly expresses *SHH* (*SHH* ^*+*^ cell) and the other that does not express *SHH* (*SHH* ^*−*^ cell). *SHH* ^*−*^ cells have been previously identified in individuals aged 10 years or older (Gan et al., 2021). To the best of our knowledge, these are the first *SHH* ^*+*^ cells to be identified using scRNA-seq. Our results from trajectory analysis suggested that *SHH* ^*+*^ cells turn to *SHH* ^*−*^ cells, suggesting that NCs may lose *SHH* expression as they age, followed by their obliteration in the NP.

The limitations of this study include the difficulty of preparing single cells by enzymatic digestion of tissues. The gelatinous NP provided single cells by enzymatic digestion for 3 h, whereas it took 4 h to extract single cells from solid AC. In addition, during cell preparation, cells were in PBS supplemented with 10%–20% FBS under normoxic conditions, which may have affected transcription. scRNA-seq data indicated that the cells analyzed highly expressed genes specific to chondrocytes and NCs, suggesting that cell type properties were maintained during the process of cell preparation for scRNA-seq. However, we need to consider the possibility that the transcription profile might be altered during enzymatic digestion to extract cells from tissues when we interpret the data to infer events *in vivo*. Another limitation is that the scRNA-seq data in this study were obtained from three male monkeys. A potential difference based on sex remains to be analyzed.

Overall, our findings revealed that CLCs in the NP and chondrocytes in the AC are paracrine-regulated by hedgehog proteins from NCs and the subchondral bone, respectively (Figure 6). Hedgehog proteins promote the HIF-1α pathway in CLCs and chondrocytes, likely contributing to the transcriptomic similarity between these cells. These findings would contribute to our understanding of the mechanisms that regulate the homeostasis of the NP and AC.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO GSE222449.

## References

[B1] AragonéSJ.FraislP.BaesM.CarmelietP. (2009). Oxygen sensors at the crossroad of metabolism. Cell Metab. 9, 11–22. 10.1016/j.cmet.2008.10.001 19117543

[B2] BaoJ.QianZ.LiuL.HongX.CheH.WuX. (2021). Pharmacological disruption of phosphorylated eukaryotic initiation factor-2α/activating transcription factor 4/Indian hedgehog protects intervertebral disc degeneration via reducing the reactive oxygen species and apoptosis of nucleus pulposus cells. Front. Cell Dev. Biol. 9, 675486. 10.3389/fcell.2021.675486 34164397PMC8215438

[B3] BhuriaV.XingJ.ScholtaT.BuiK. C.NguyenM. L. T.MalekN. P. (2019). Hypoxia induced Sonic Hedgehog signaling regulates cancer stemness, epithelial-to-mesenchymal transition and invasion in cholangiocarcinoma. Exp. Cell Res. 385, 111671. 10.1016/j.yexcr.2019.111671 31634481

[B4] BuckwalterJ. A.MankinH. J. (1998). Articular cartilage: Tissue design and chondrocyte-matrix interactions. Instr. Course Lect. 47, 477–486.9571449

[B5] ButlerA.HoffmanP.SmibertP.PapalexiE.SatijaR. (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat. Biotechnol. 36, 411–420. 10.1038/nbt.4096 29608179PMC6700744

[B6] ChenJ.YanW.SettonL. A. (2006). Molecular phenotypes of notochordal cells purified from immature nucleus pulposus. Eur. Spine J. 15 (3), S303–S311. 10.1007/s00586-006-0088-x 16547755PMC2335373

[B7] ChenS.FuP.WuH.PeiM. (2017). Meniscus, articular cartilage and nucleus pulposus: A comparative review of cartilage-like tissues in anatomy, development and function. Cell tissue Res. 370, 53–70. 10.1007/s00441-017-2613-0 28413859PMC5645221

[B8] ChoiK. S.CohnM. J.HarfeB. D. (2008). Identification of nucleus pulposus precursor cells and notochordal remnants in the mouse: Implications for disk degeneration and chordoma formation. Dev. Dyn. 237, 3953–3958. 10.1002/dvdy.21805 19035356PMC2646501

[B9] ChoiK. S.LeeC.HarfeB. D. (2012). Sonic hedgehog in the notochord is sufficient for patterning of the intervertebral discs. Mech. Dev. 129, 255–262. 10.1016/j.mod.2012.07.003 22841806PMC3478436

[B10] DahiaC. L.MahoneyE. J.DurraniA. A.WylieC. (2009). Intercellular signaling pathways active during intervertebral disc growth, differentiation, and aging. Spine (Phila Pa 1976) 34, 456–462. 10.1097/BRS.0b013e3181913e98 19212276

[B11] de BreeK.de BakkerB. S.OostraR. J. (2018). The development of the human notochord. PLoS One 13, e0205752. 10.1371/journal.pone.0205752 30346967PMC6197658

[B12] EyreD. R.MuirH. (1977). Quantitative analysis of types I and II collagens in human intervertebral discs at various ages. Biochim. Biophys. Acta 492, 29–42. 10.1016/0005-2795(77)90211-2 577186

[B13] GanY.HeJ.ZhuJ.XuZ.WangZ.YanJ. (2021). Spatially defined single-cell transcriptional profiling characterizes diverse chondrocyte subtypes and nucleus pulposus progenitors in human intervertebral discs. Bone Res. 9, 37. 10.1038/s41413-021-00163-z 34400611PMC8368097

[B14] GossetM.BerenbaumF.ThirionS.JacquesC. (2008). Primary culture and phenotyping of murine chondrocytes. Nat. Protoc. 3, 1253–1260. 10.1038/nprot.2008.95 18714293

[B15] HaoY.HaoS.Andersen-NissenE.MauckW. M.ZhengS.ButlerA. (2021). Integrated analysis of multimodal single-cell data. Cell 184, 3573–3587.e29. 10.1016/j.cell.2021.04.048 34062119PMC8238499

[B16] HeinegåRDD.OldbergA. (1989). Structure and biology of cartilage and bone matrix noncollagenous macromolecules. Faseb J. 3, 2042–2051. 10.1096/fasebj.3.9.2663581 2663581

[B17] JiQ.ZhengY.ZhangG.HuY.FanX.HouY. (2019). Single-cell RNA-seq analysis reveals the progression of human osteoarthritis. Ann. Rheum. Dis. 78, 100–110. 10.1136/annrheumdis-2017-212863 30026257PMC6317448

[B18] JinS.Guerrero-JuarezC. F.ZhangL.ChangI.RamosR.KuanC. H. (2021). Inference and analysis of cell-cell communication using CellChat. Nat. Commun. 12, 1088. 10.1038/s41467-021-21246-9 33597522PMC7889871

[B19] KamataniT.HagizawaH.YarimitsuS.MoriokaM.KoyamatsuS.SugimotoM. (2022). Human iPS cell-derived cartilaginous tissue spatially and functionally replaces nucleus pulposus. Biomaterials 284, 121491. 10.1016/j.biomaterials.2022.121491 35395453

[B20] KawamotoT. (2003). Use of a new adhesive film for the preparation of multi-purpose fresh-frozen sections from hard tissues, whole-animals, insects and plants. Arch. Histol. Cytol. 66, 123–143. 10.1679/aohc.66.123 12846553

[B21] KimD.PaggiJ. M.ParkC.BennettC.SalzbergS. L. (2019). Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. Nat. Biotechnol. 37, 907–915. 10.1038/s41587-019-0201-4 31375807PMC7605509

[B22] KräMERA.GreenJ.PollardJ.TugendreichS. (2014). Causal analysis approaches in ingenuity pathway analysis. Bioinformatics 30, 523–530. 10.1093/bioinformatics/btt703 24336805PMC3928520

[B23] La MannoG.SoldatovR.ZeiselA.BraunE.HochgernerH.PetukhovV. (2018). RNA velocity of single cells. Nature 560, 494–498. 10.1038/s41586-018-0414-6 30089906PMC6130801

[B24] LeeJ.PlattK. A.CensulloP.Ruiz I AltabaA. (1997). Gli1 is a target of Sonic hedgehog that induces ventral neural tube development. Development 124, 2537–2552. 10.1242/dev.124.13.2537 9216996

[B25] LiK.KapperD.YoungsB.KocsisV.MondalS.KrausP. (2019). Potential biomarkers of the mature intervertebral disc identified at the single cell level. J. Anat. 234, 16–32. 10.1111/joa.12904 30450595PMC6284444

[B26] LiaoY.SmythG. K.ShiW. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics 30, 923–930. 10.1093/bioinformatics/btt656 24227677

[B27] LinA. C.SeetoB. L.BartoszkoJ. M.KhouryM. A.WhetstoneH.HoL. (2009). Modulating hedgehog signaling can attenuate the severity of osteoarthritis. Nat. Med. 15, 1421–1425. 10.1038/nm.2055 19915594

[B28] MccannM. R.SeguinC. A. (2016). Notochord cells in intervertebral disc development and degeneration. J. Dev. Biol. 4, 3. 10.3390/jdb4010003 27252900PMC4885739

[B29] MccannM. R.TamplinO. J.RossantJ.SéGUINC. A. (2012). Tracing notochord-derived cells using a noto-cre mouse: Implications for intervertebral disc development. Dis. Model Mech. 5, 73–82. 10.1242/dmm.008128 22028328PMC3255545

[B30] MelroseJ.GhoshP.TaylorT. K. (2001). A comparative analysis of the differential spatial and temporal distributions of the large (aggrecan, versican) and small (decorin, biglycan, fibromodulin) proteoglycans of the intervertebral disc. J. Anat. 198, 3–15. 10.1046/j.1469-7580.2001.19810003.x 11215765PMC1468186

[B31] MohantyS.PinelliR.PricopP.AlbertT. J.DahiaC. L. (2019). Chondrocyte-like nested cells in the aged intervertebral disc are late-stage nucleus pulposus cells. Aging Cell 18, e13006. 10.1111/acel.13006 31290579PMC6718620

[B32] NewtonP. T.LiL.ZhouB.SchweingruberC.HovorakovaM.XieM. (2019). A radical switch in clonality reveals a stem cell niche in the epiphyseal growth plate. Nature 567, 234–238. 10.1038/s41586-019-0989-6 30814736

[B33] RobertsS.MenageJ.DuanceV.WottonS.AyadS. (1991). 1991 volvo award in basic sciences. Collagen types around the cells of the intervertebral disc and cartilage end plate: An immunolocalization study. Spine (Phila Pa 1976) 16, 1030–1038. 10.1097/00007632-199109000-00003 1948394

[B34] RutgesJ.CreemersL. B.DhertW.MilzS.SakaiD.MochidaJ. (2010). Variations in gene and protein expression in human nucleus pulposus in comparison with annulus fibrosus and cartilage cells: Potential associations with aging and degeneration. Osteoarthr. Cartil. 18, 416–423. 10.1016/j.joca.2009.09.009 19833252

[B35] SatijaR.FarrellJ. A.GennertD.SchierA. F.RegevA. (2015). Spatial reconstruction of single-cell gene expression data. Nat. Biotechnol. 33, 495–502. 10.1038/nbt.3192 25867923PMC4430369

[B36] ShichinoS.UehaS.HashimotoS.OgawaT.AokiH.BinW. 2021. TAS-seq: A robust and sensitive amplification method for beads-based scRNA-seq. bioRxiv.10.1038/s42003-022-03536-0PMC924557535760847

[B37] ShichinoS.UehaS.HashimotoS.OgawaT.AokiH.WuB. (2022). TAS-Seq is a robust and sensitive amplification method for bead-based scRNA-seq. Commun. Biol. 5, 602. 10.1038/s42003-022-03536-0 35760847PMC9245575

[B38] St-JacquesB.HammerschmidtM.McmahonA. P. (1999). Indian hedgehog signaling regulates proliferation and differentiation of chondrocytes and is essential for bone formation. Genes Dev. 13, 2072–2086. 10.1101/gad.13.16.2072 10465785PMC316949

[B39] StuartT.ButlerA.HoffmanP.HafemeisterC.PapalexiE.MauckW. M. (2019). Comprehensive integration of single-cell data. Cell 177, 1888–1902. 10.1016/j.cell.2019.05.031 31178118PMC6687398

[B40] SugimotoM.TadaY.ShichinoS.KoyamatsuS.TsumakiN.AbeK. (2022). Universal surface biotinylation: A simple, versatile and cost-effective sample multiplexing method for single-cell RNA-seq analysis. DNA Res. 29, dsac017. 10.1093/dnares/dsac017 35652718PMC9202638

[B41] TessierS.RisbudM. V. (2021). Understanding embryonic development for cell-based therapies of intervertebral disc degeneration: Toward an effort to treat disc degeneration subphenotypes. Dev. Dyn. 250, 302–317. 10.1002/dvdy.217 32564440

[B42] VortkampA.LeeK.LanskeB.SegreG. V.KronenbergH. M.TabinC. J. (1996). Regulation of rate of cartilage differentiation by Indian hedgehog and PTH-related protein. Science 273, 613–622. 10.1126/science.273.5275.613 8662546

[B43] WenJ.ZhuH.LiX.HuangJ.ChenY.YangQ. (2022). Transforming growth factor-β1 induces transformation of rat meningeal fibroblasts into myofibroblasts by upregulating Shh signaling. Nan Fang. Yi Ke Da Xue Xue Bao 42, 250–255. 10.12122/j.issn.1673-4254.2022.02.12 35365450PMC8983365

[B44] ZhangF.HaoM.JinH.YaoZ.LianN.WuL. (2017). Canonical hedgehog signalling regulates hepatic stellate cell-mediated angiogenesis in liver fibrosis. Br. J. Pharmacol. 174, 409–423. 10.1111/bph.13701 28052321PMC5301045

# Supplementary material for: Chondrocyte-like cells in nucleus pulposus and articular chondrocytes have similar transcriptomic profiles and are paracrine-regulated by hedgehog from notochordal cells and subchondral bone
**Source:** Front Cell Dev Biol. 2023 May 15;11:1151947. doi: 10.3389/fcell.2023.1151947
**Supplement:** Supplementary file 2

**Supplemental Table 1. Samples used for scRNA-seq analysis**

| Sample | Description        | Monkey | Age<br>(years old) | Sex  | GEO<br>deposition |
|--------|--------------------|--------|--------------------|------|-------------------|
| NP1    | L4/5               | #1     | 3                  | male | GSE197380         |
| NP2    | L5/6               | #1     | 3                  | male | GSE197380         |
| NP3    | L3/4               | #2     | 3                  | male | This study        |
| NP4    | L3/4               | #3     | 3                  | male | GSE197380         |
| AC1    | femoral<br>condyle | #1     | 3                  | male | GSE197380         |
| AC2    | femoral<br>condyle | #1     | 3                  | male | GSE197380         |
| AC3    | femoral<br>condyle | #2     | 3                  | male | This study        |
| AC4    | femoral<br>condyle | #3     | 3                  | male | This study        |

Supplemental Figure 1

A

|                                                    |            |
|----------------------------------------------------|------------|
| total reads                                        | 4113413639 |
| reads after quality filtering and adapter trimming | 3777011814 |
| mapped reads against Refseq RNA                    | 2300646790 |
| mapping rate against Reseq RNA (%)                 | 60.91      |
| mapping rate against Reseq RNA & Cell barcode (%)  | 78.65      |
| final assigned reads                               | 1809373649 |
| Survived cells                                     | 5723       |
| Mean reads per cell                                | 275163     |
| Median symbols od the cell                         | 3738       |
| total genes detected                               | 13756      |

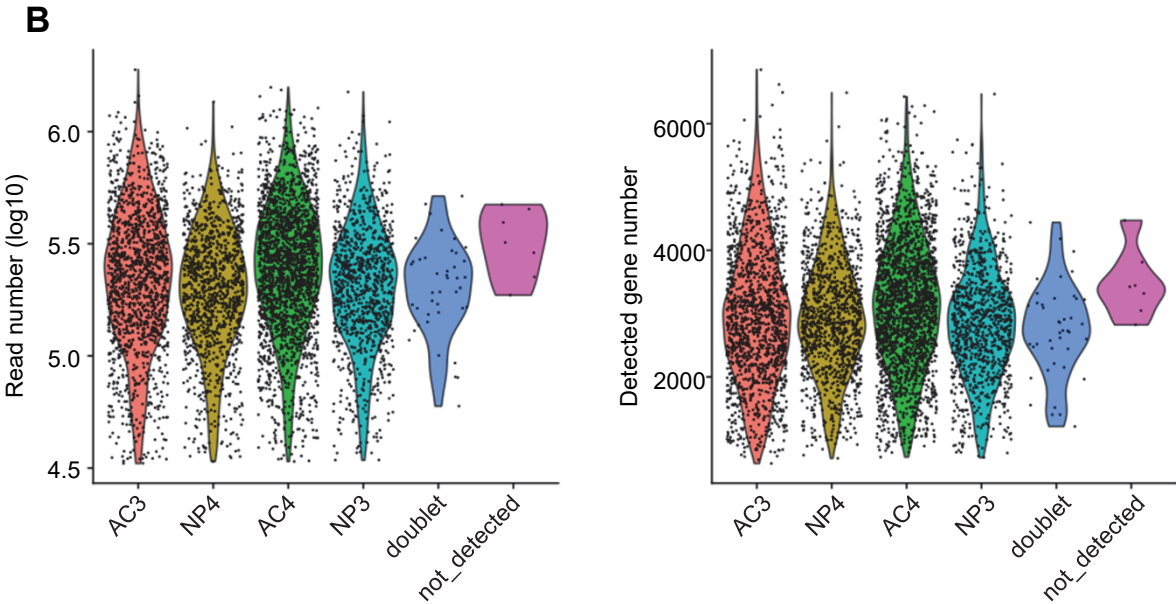

**Supplemental Figure 1. Quality control metrics of scRNA-seq data obtained in this study (Monkeys #2 and #3).**  
(A) Sequencing reads were processed and aligned to the genome, percentage of alignment, number of genes detected per cell and reads per cell. (B) Violin plots showing the numbers of reads and gene numbers detected in cells which were annotated to each sample, “doublet”, and “not detected”.

Supplemental Figure 2

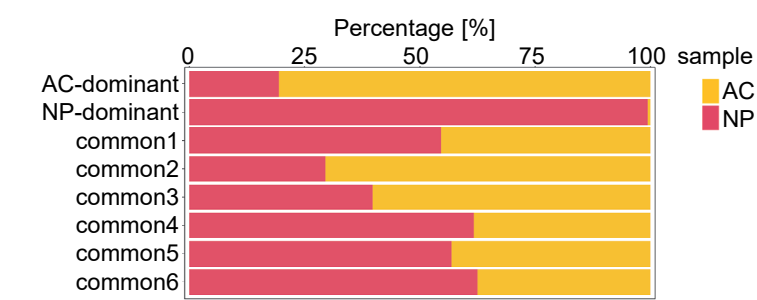

Supplemental Figure 2. The fraction of samples in each cluster adjusted for equal cell number of samples.

Supplemental Figure 3

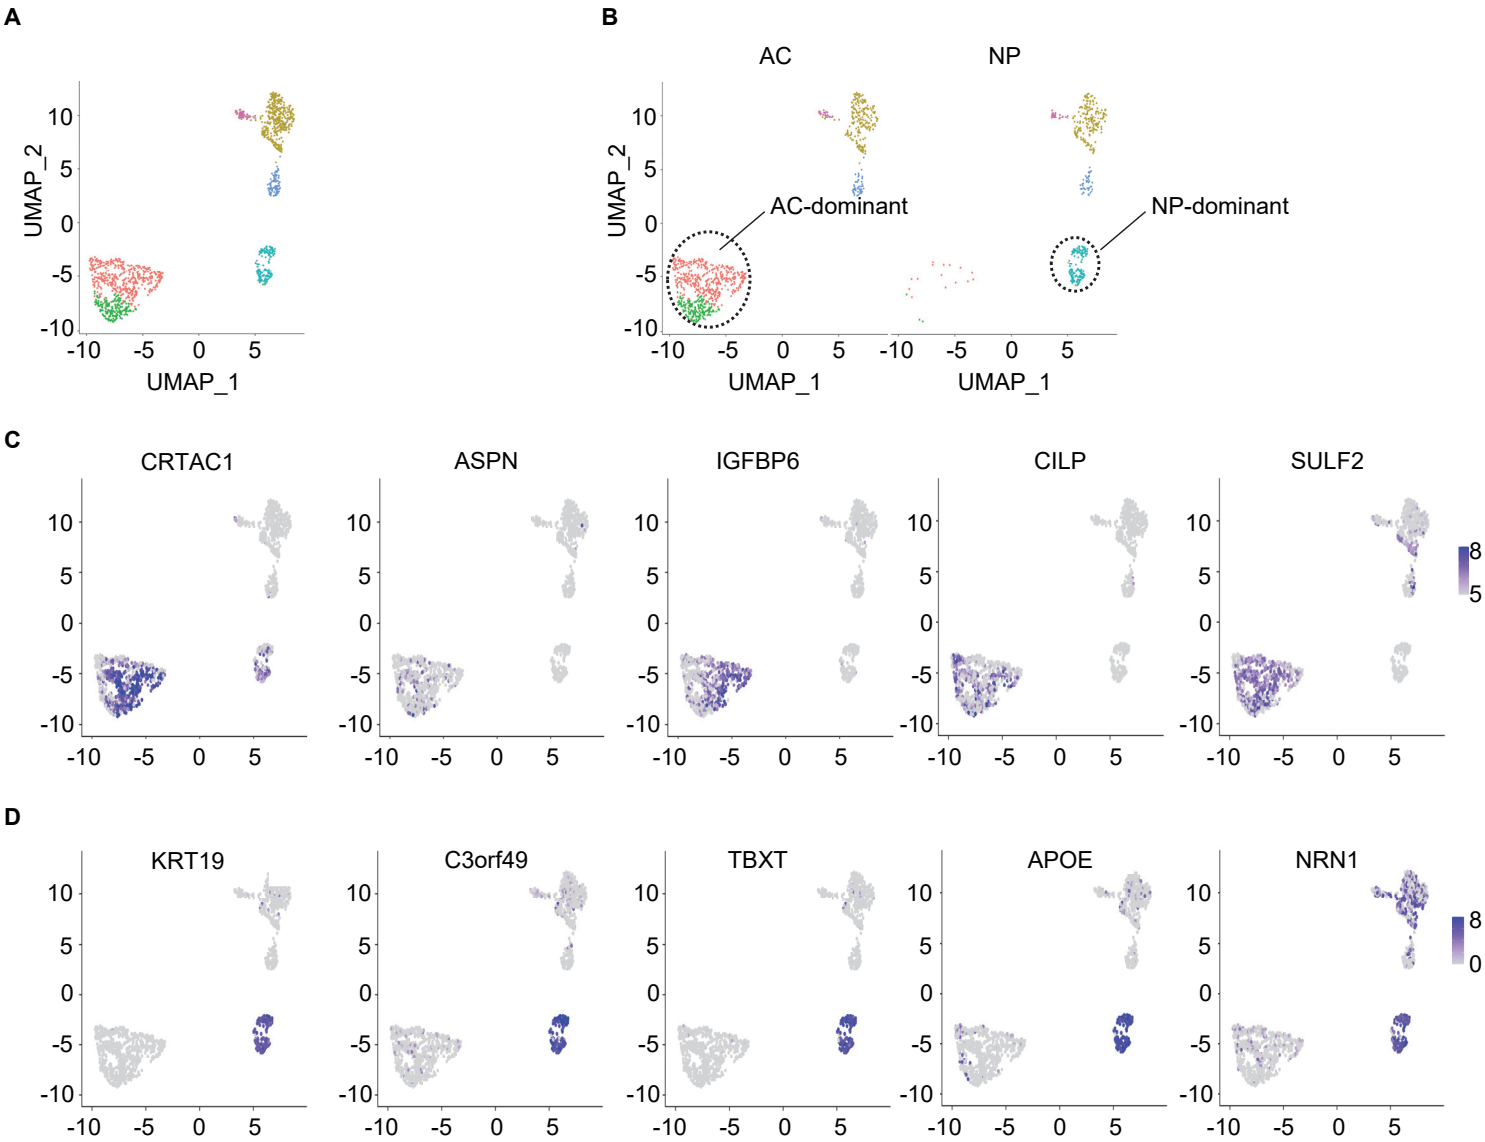

**Supplemental Figure 3. scRNA-seq data were analyzed by each monkey. Results from Monkey #1.**  
(A) UMAP plot for AC and the NP. (B) UMAP plot for AC or NP samples. (C) Feature plots of marker genes for the AC-dominant cluster. (D) Feature plots of marker genes for the NP-dominant cluster.

Supplemental Figure 4

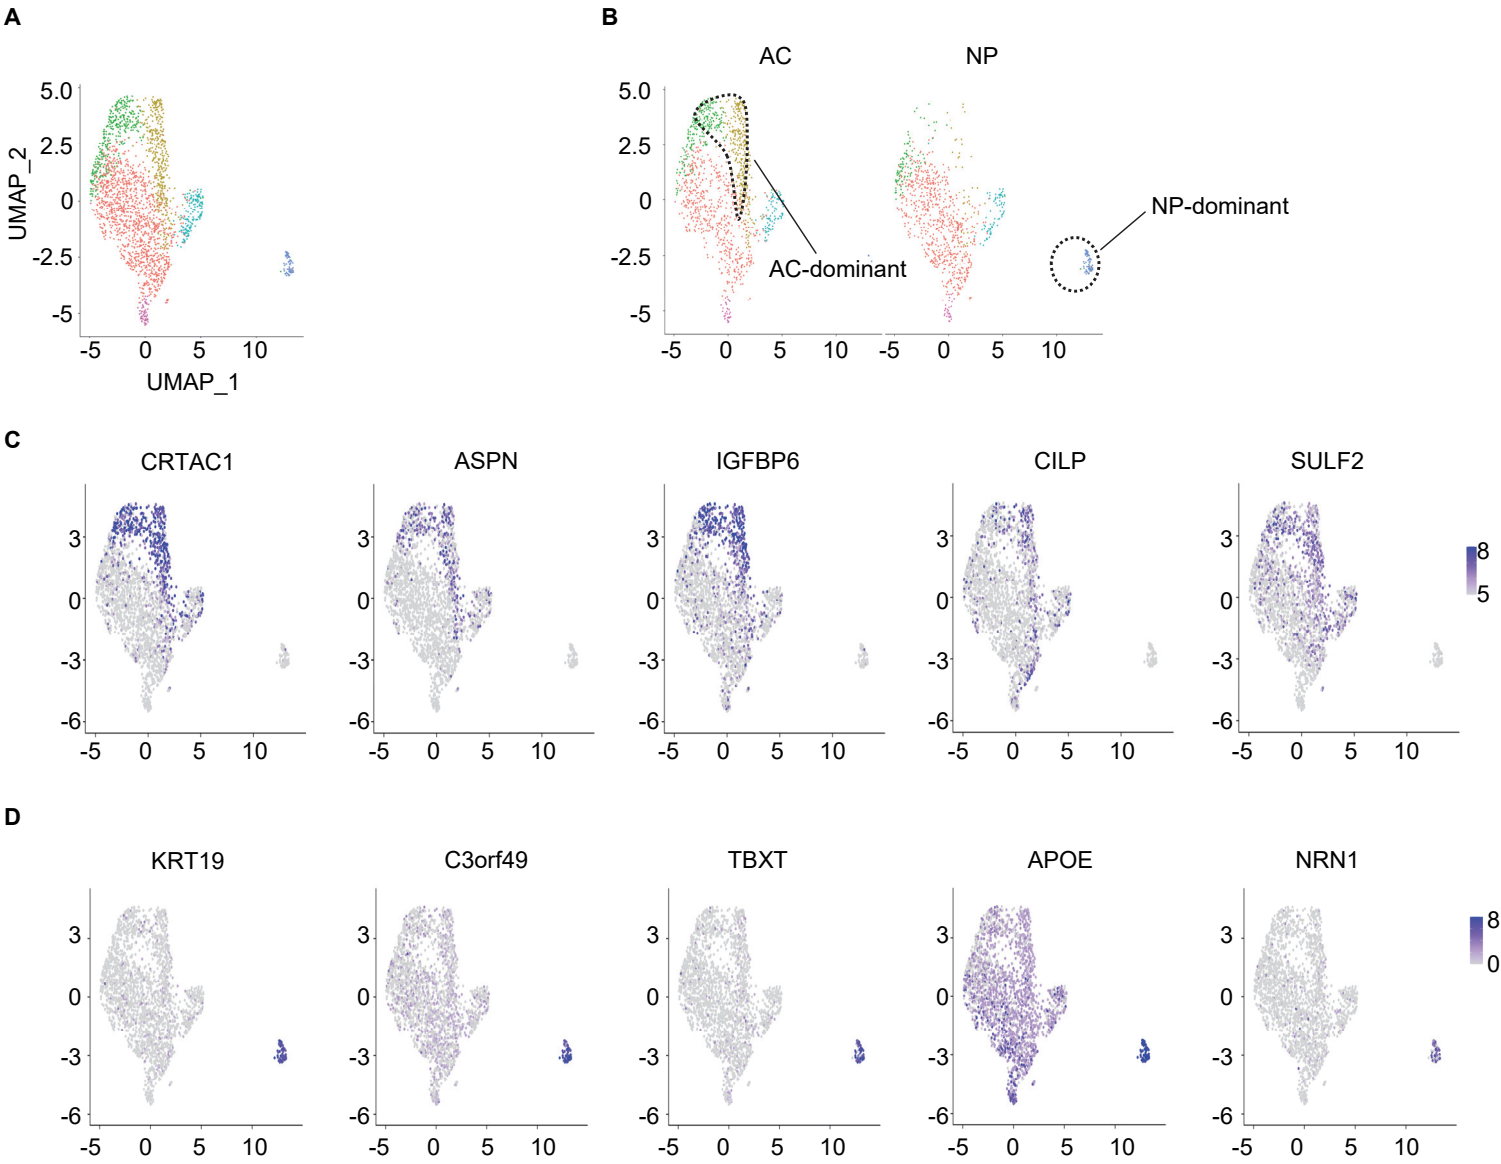

**Supplemental Figure 4. scRNA-seq data were analyzed by each monkey. Results from Monkey #2.**  
(A) UMAP plot for AC and the NP. (B) UMAP plot for AC or NP samples. (C) Feature plots of marker genes for the AC-dominant cluster. (D) Feature plots of marker genes for the NP-dominant cluster.

Supplemental Figure 5

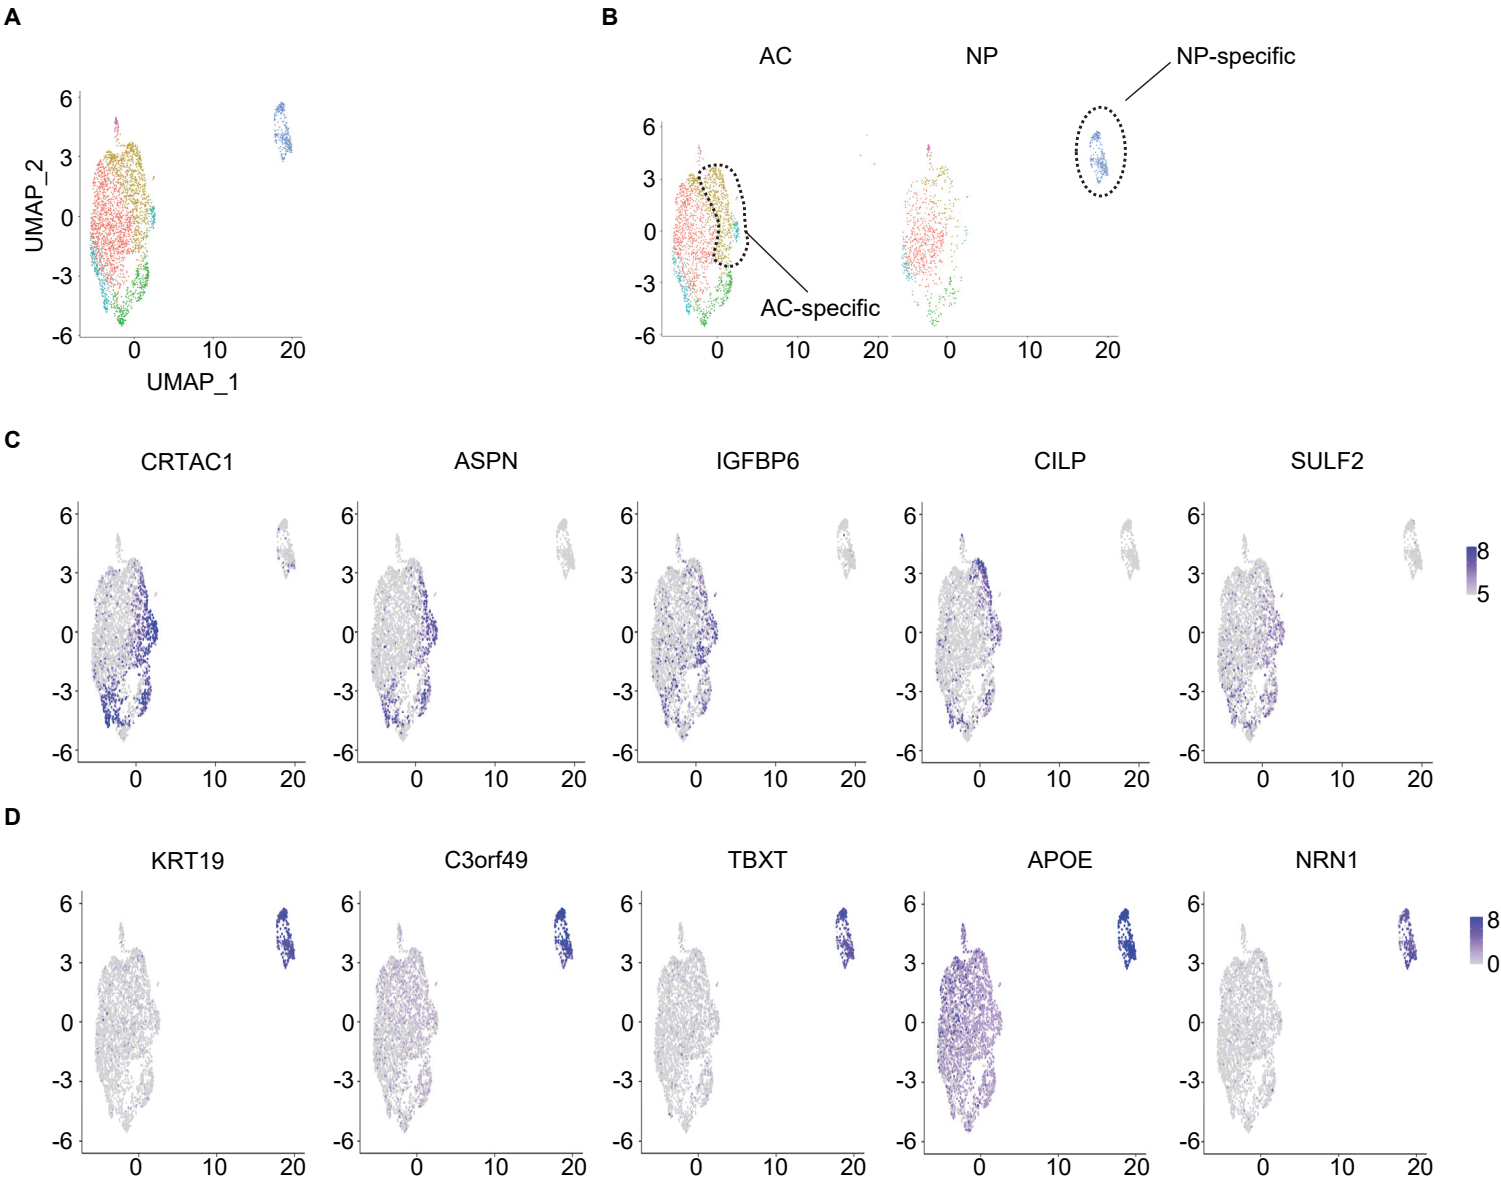

**Supplemental Figure 5. scRNA-seq data were analyzed by each monkey. Results from Monkey #3.**  
(A) UMAP plot for AC and the NP. (B) UMAP plot for AC or NP samples. (C) Feature plots of marker genes for the AC-dominant cluster. (D) Feature plots of marker genes for the NP-dominant cluster.

Supplemental Figure 6

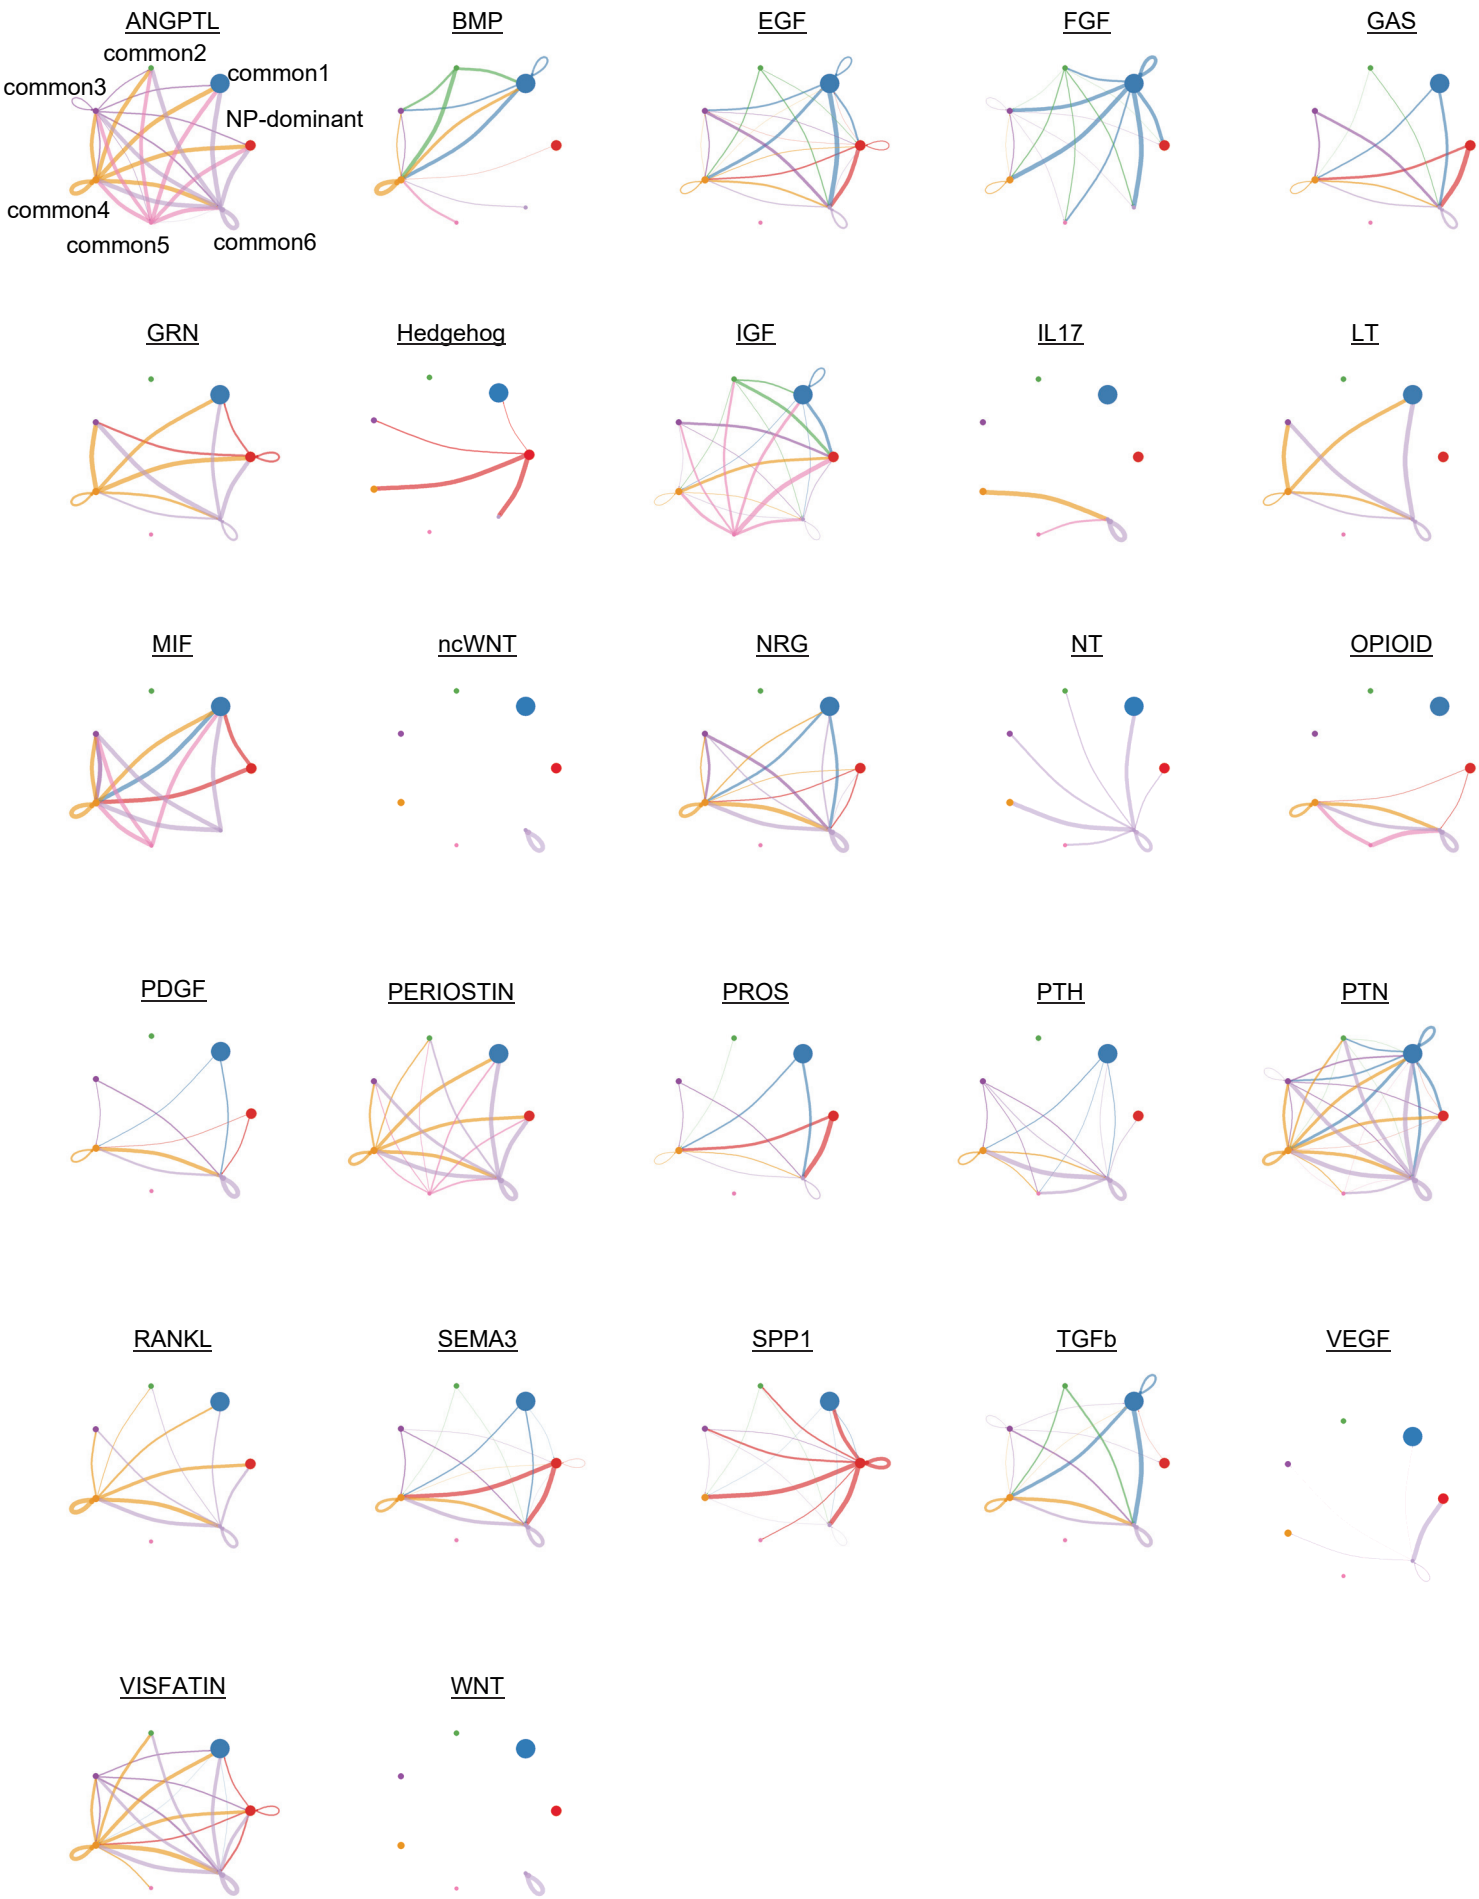

Supplemental Figure 6. Intercellular signaling between clusters identified by CellChat analysis in the NP.

Supplemental Figure 7

Monkey #1

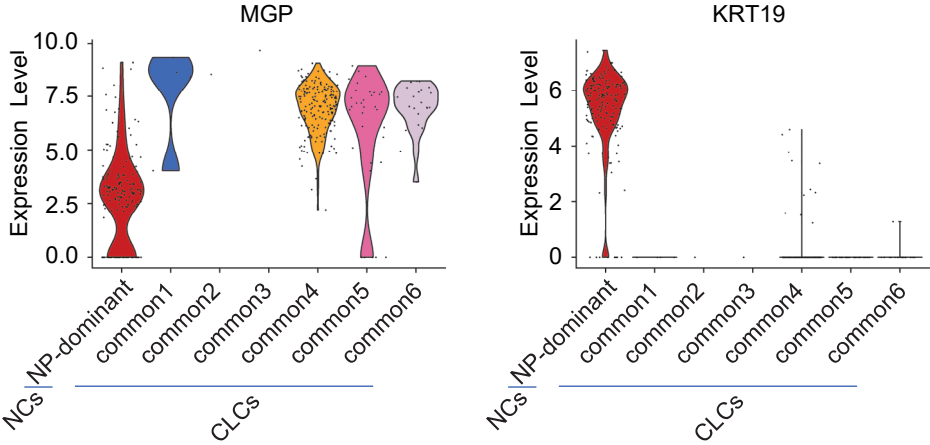

Monkey #2

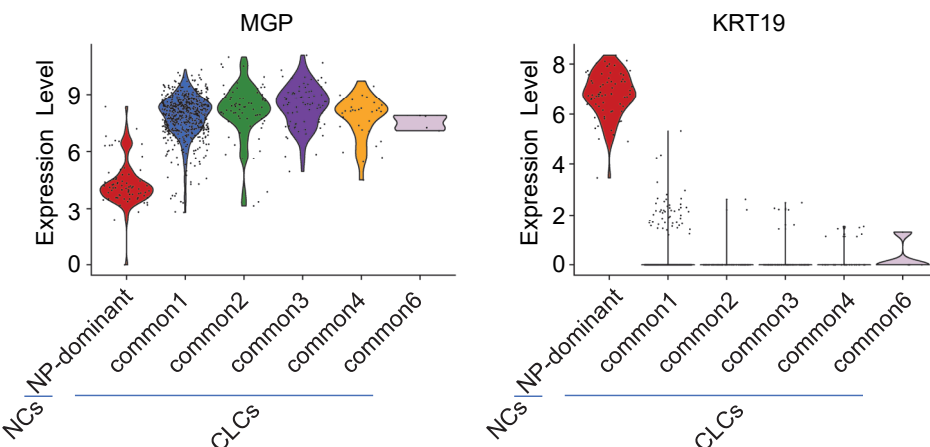

Monkey #3

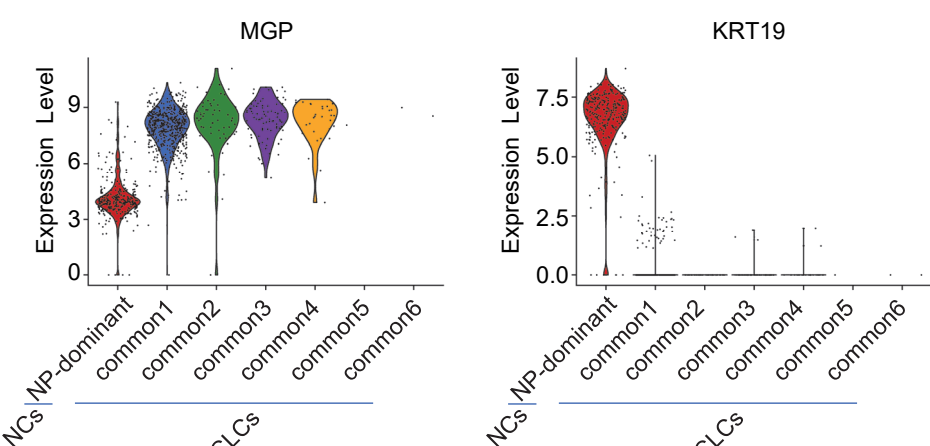

**Supplemental Figure 7.** Violin plots showing the expression levels of marker genes for CLCs (*MGP*) and NCs (*KRT19*) in the NP sample of each monkey.

Supplemental Figure 8

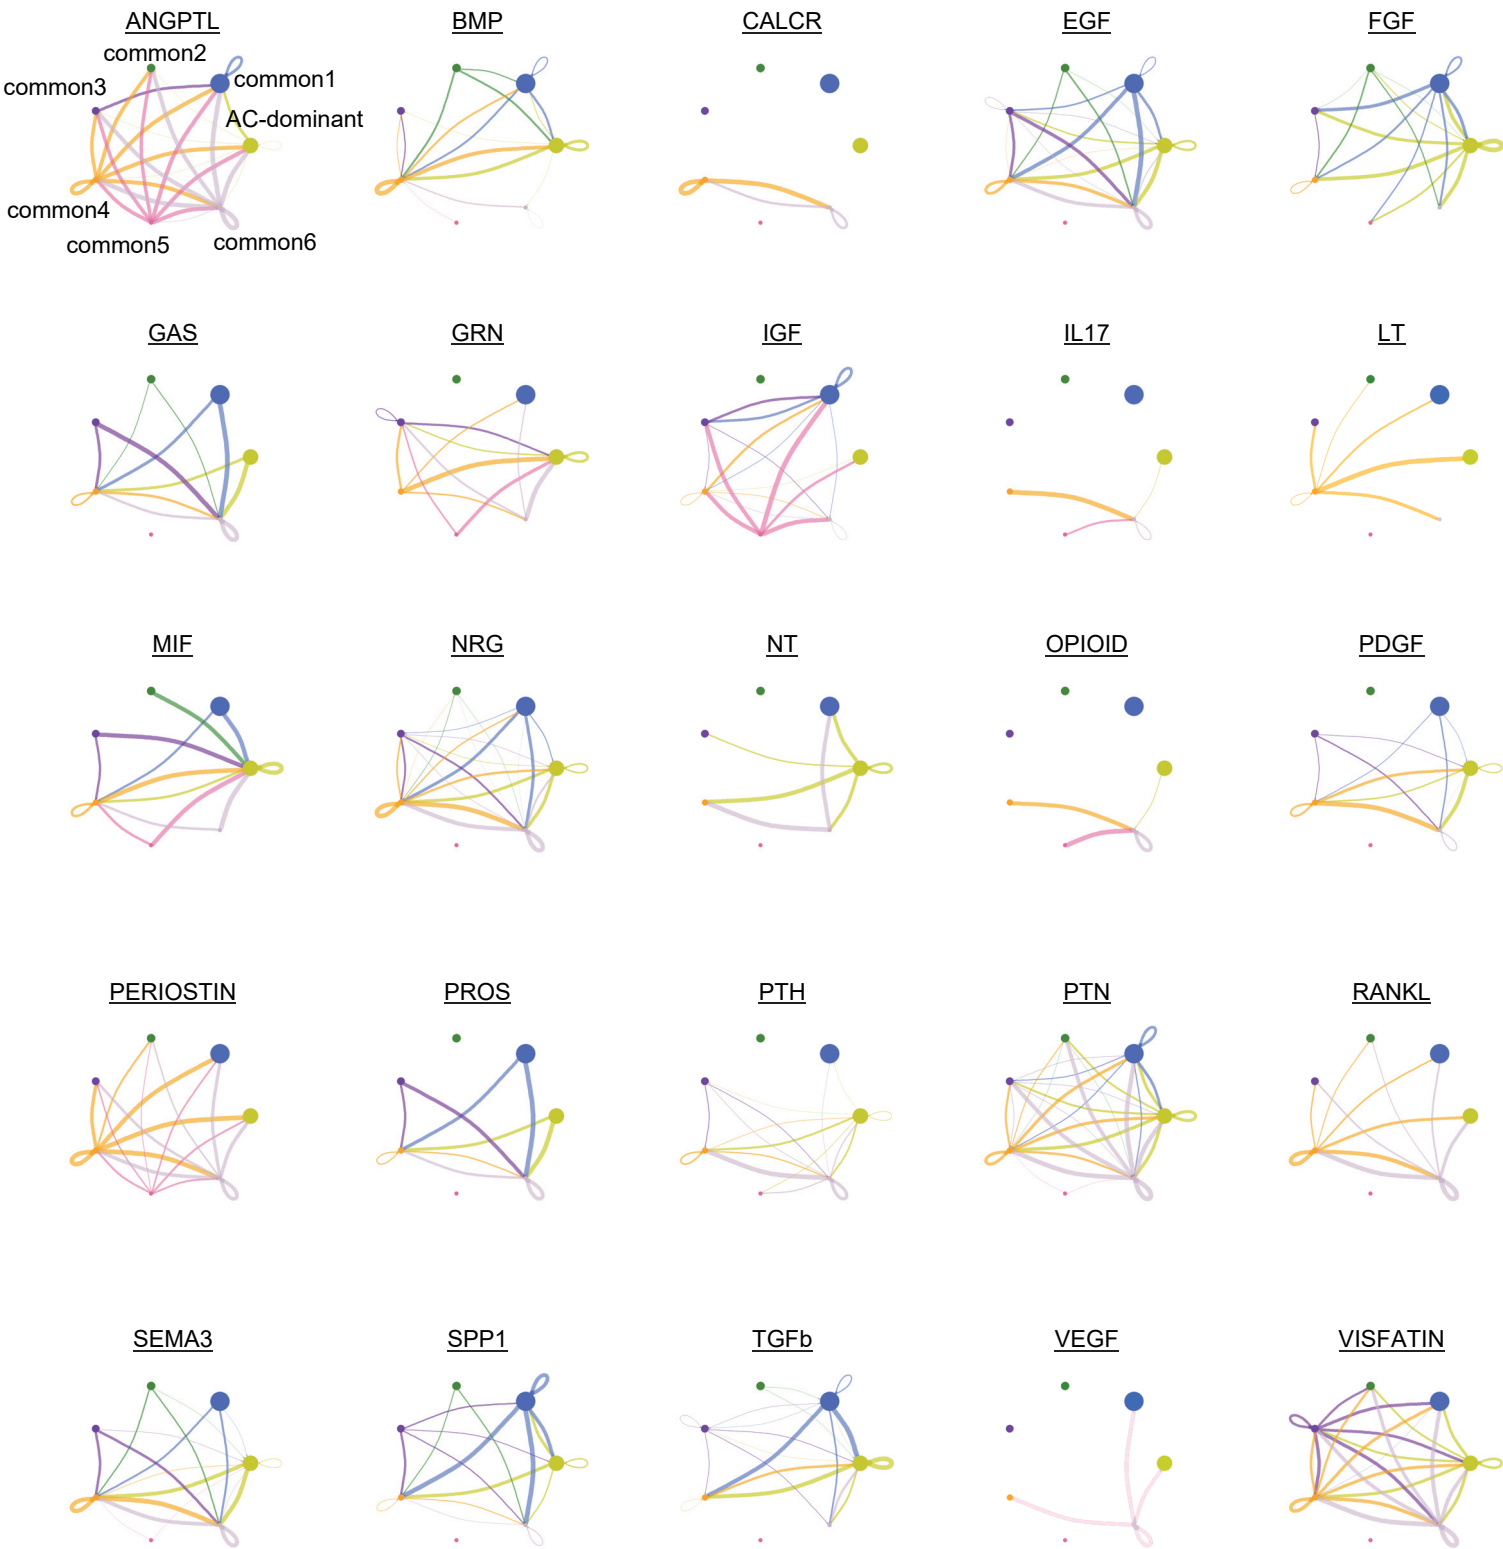

Supplemental Figure 8. Intercellular signaling between clusters in the AC identified by CellChat analysis.

Supplemental Figure 9

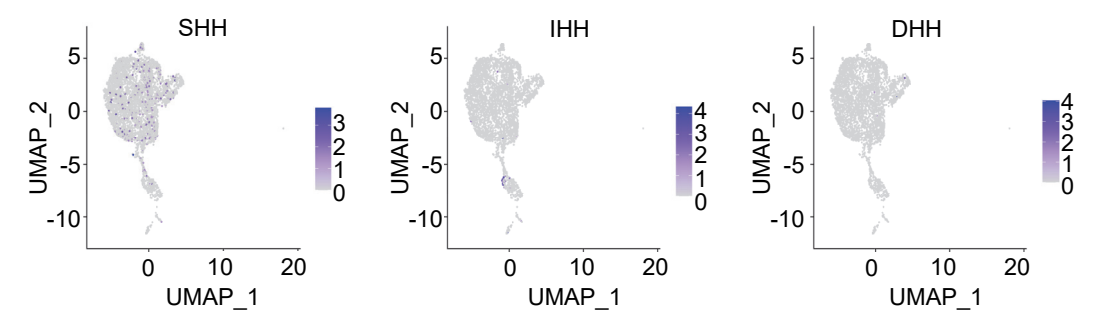

Supplemental Figure 9. Feature plot showing expression of hedgehog family members in AC samples.

Supplemental Figure 10

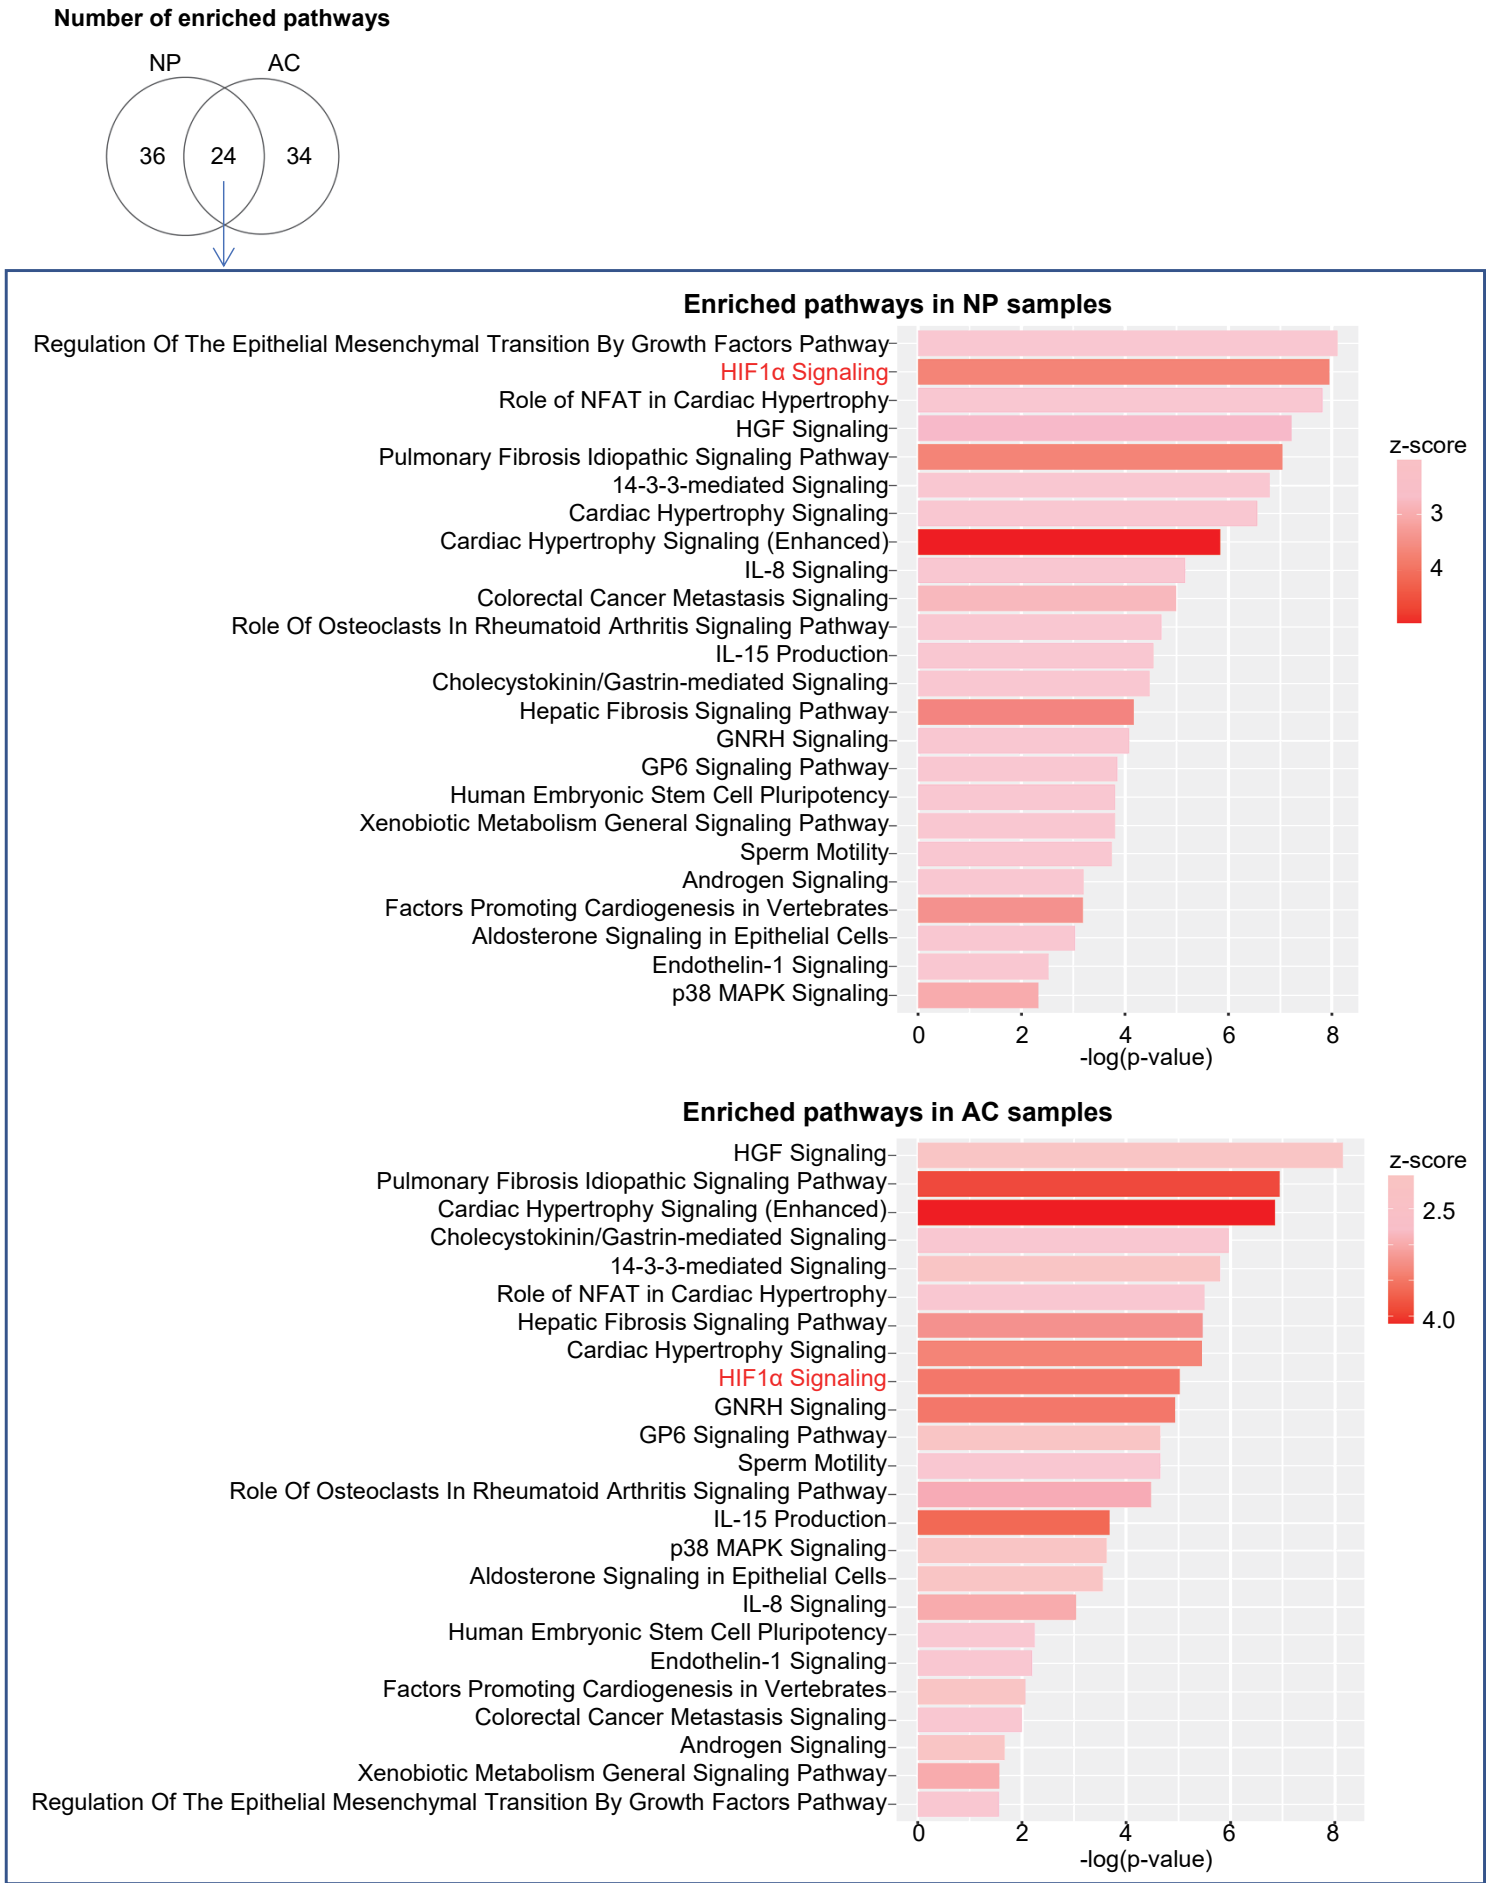

**Supplemental Figure 10. Detection of signaling pathways located downstream to hedgehog in the AC and NP.**  
We identified DEGs between common clusters that appeared to receive hedgehog signaling (common1,3,4, and 6) and those that did not (common2 and 5) and subjected them to IPA in AC and NC samples independently. *Top*, Venn diagram of numbers of pathways enriched in the AC or NP. *Bottom*, 24 pathways that were significantly enriched in both the AC and NP samples are shown.

Supplemental Figure 11

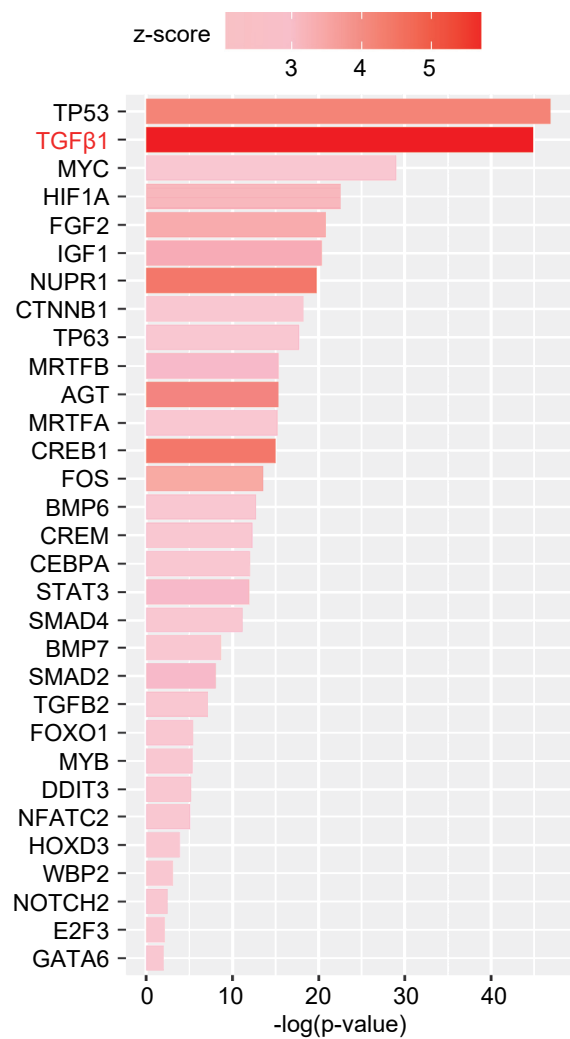

**Supplemental Figure 11. Upstream regulator analysis of NCs.**  
Transcription regulators and growth factors enriched in the NC1 cluster in the analysis of NCs.

How the deposited data were processed for this re-analysis (not part of the article)

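Single cells of AC and NP from 2 cynomolgus monkeys, both 3 years old, were sequenced in 1 pooled library by TAS-seq. The labels list 3 tissue samples in the pool, and Supplementary Figure S1 shows 4 tagged samples. The tag of each cell was used to remove doublets and untagged cells, to compare the 4 tags with each other and as the batch of 1 alternative, but not to separate tissues, since no source read here pairs the tags with tissues. The matching tag library holds no gene expression. A second matrix with 1358 cell columns, which the sample labels do not list, was not used. Its number of columns equals the number by which the paper's total exceeds the cells with a single tag here. It may therefore be the earlier library that the paper combined with these cells, which was not checked.

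The authors aligned the reads to the Macaca fascicularis genome with HISAT2, kept protein-coding, lncRNA and immune receptor genes of the Ensembl annotation, assigned reads to whole genes with featureCounts while allowing reads that map to several places or genes, and summed reads per cell with velocyto without molecular identifiers. The authors deposited whole-number counts of reads per gene and cell, with spliced, unspliced and ambiguous reads combined, and no normalization. The authors' counting keeps PCR copies, so a gene with few captured molecules can have many reads. Of the values above 0, 32.2% were a single read. Reads on gene families with near-identical copies can be shared between members. Genes are listed by symbol, and no coordinates are given because the paper's text does not name the genome build.

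The library had a median of 198057 reads and 3822 genes per cell over 5723 cells. Cells with a single tag, 200 to 9000 genes detected and under 5% mitochondrial reads, over 13 mitochondrial genes, were kept. The 5653 cells were log-normalized with a scale factor of 1000000, 5000 variable genes were chosen, cell cycle scores were regressed out, and 30 principal components and a resolution of 0.27 were used for clustering, as in the paper's methods. NC-like cells were clustered again with a resolution of 0.1. This was done in Seurat 5.3.0 under R 4.3.3, and all other values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The paper used an earlier version of Seurat and joined these cells with cells of an earlier library by canonical correlation analysis, a step that was not applied here at the main settings.

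Clusters were named from lists of marker genes. The mean log-normalized value of each marker was scaled across clusters and averaged over its list, and the cluster with the highest average took the name if that average was at least 1. Each cluster took 1 name, that of the list with its highest average among those it led, and a list led by a cluster with another name gave no name. Of the 40 marker genes, 5 were not among the genes counted (*KRT8*, *KRT18*, *CD24*, *BIRC5* and *TPM1*). *VEGFA* of the hypoxia list was not among them either. The genes named in the text were those the paper names for its scRNA-seq data, *GLI1* and *HHIP*, a list of hypoxia genes, and the 5 genes with the largest log2 ratio in each direction between the NC-like cluster and all other cells, among genes that were not markers and were detected in at least 10% of the cells of 1 side.

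Shares of cells have 95% Wilson intervals. Levels are pooled reads per 1000000 reads (rpm), and log2 ratios have 95% intervals from 1000 resamplings of cells. In a ratio, a group with fewer than 3 reads of a gene was set to 3 reads. A share of 0 allows up to 3 cells of the total. Medians of the HIF-1 target list and of the hypoxia list were placed among 10000 random lists of the same size matched on mean expression in 20 bins. To take account of depth, cells of 2 groups were matched on reads or on genes detected, and the difference of the shares was given in percentage points with a Newcombe interval. All intervals cover the sampling of cells in this 1 library, and no p-value is given because cells are not replicates. The calculations were tested on simulated data in which 200 of 8919 genes were changed by known amounts. The sign was recovered for 100% of the changed genes, and 93.5% of the intervals of 400 genes held the true value.

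The alternatives listed before the data were examined were no limits on cells, at least 1000 genes per cell, a scale factor of 10000, 2000 variable genes, 15 principal components, no regression of the cell cycle scores, resolutions of 0.15 and 0.5, clustering without the named genes, cells downsampled to 56930 reads each, detection from 5 reads, means of log-normalized values, matching of cells on genes detected, and a resolution of 0.3 for the NC-like cells. Integration across the tags by canonical correlation analysis, ratios of mean rpm with 1 added to each group mean, and the comparison with the cluster without a name, were chosen after the data were seen. The upstream regulator, CellChat and Monocle 3 analyses and the values by tissue or by monkey were not repeated. The copy of Supplementary Table S2 read here held 1998 rows of marker genes and was shortened, so no overlap with it was tested.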

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

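The comparison of *IL17B* between clusters, and the ratios with 1 added, were chosen after the result was seen. Among the genes with the largest log2 ratios between the NC-like cluster and all other cells, 8 are not discussed in the paper's text. They were chosen by a rule fixed before the data were examined, which takes the 5 largest ratios in each direction. *CHRM3* had a log2 ratio of 11.01 (95% interval, 10.27 to 11.81) and was detected in 25.2% of the 373 NC-like cells and 0.455% of the other 5280 cells. *CHRM2*, which encodes another muscarinic receptor, had a log2 ratio of 10.14 (9.21 to 11.28) and was detected in 27.6% and 0.568% of the cells. *ANGPTL7* had a log2 ratio of 10.26 (9.55 to 10.92), with 16.6% and 0.833% of the cells, and *AREG* a log2 ratio of 10.19 (9.50 to 10.71), with 32.2% and 5.08%.

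A difference in depth argues little for these 4 genes, because the median NC-like cell had 176356 reads and the median of all cells used was 198432. With all cells downsampled to equal reads, the log2 ratio was 11.39 for *CHRM3*, 10.13 for *ANGPTL7*, 9.94 for *AREG* and 9.90 for *CHRM2*. The lowest value among the alternatives was the mean of log-normalized values, which gave 1.56 for *CHRM3*, 1.12 for *ANGPTL7*, 2.27 for *AREG* and 1.69 for *CHRM2*, since each cell without a read then counts as 0. With 1 added to the mean rpm of each group, the ratios were 5.64 for *CHRM3*, 5.49 for *ANGPTL7*, 7.57 for *AREG* and 5.61 for *CHRM2*. Reads shared between *CHRM2* and *CHRM3*, and reads that map to several places, were not examined, and no biological explanation was tested.

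The other 4 genes were lower in the NC-like cells. The log2 ratio was -6.09 (95% interval, -7.02 to -5.39) for *SFRP2*, -6.13 (-7.05 to -5.45) for *SLC14A1*, -6.22 (-7.01 to -5.24) for *CXCL1* and -6.72 (-7.26 to -6.22) for *IL17B*. These genes were also detected in few cells outside the NC-like cluster, in 11.4% for *SFRP2*, 11.3% for *SLC14A1*, 15.7% for *CXCL1* and 25.1% for *IL17B*. For *IL17B* the ratio rests on 1 small cluster. The 143 common4-like cells had 2486 rpm and the remaining cells 4.86, a log2 ratio of 9.00 (8.49 to 9.65), and *IL17B* was detected in 95.1% of the common4-like cells. The ratio of *IL17B* in the NC-like cells may therefore reflect the common4-like cells in the comparison group more than a loss in the NC-like cells. With means of log-normalized values it was -0.39. Whether PCR copies of a few molecules make up the reads of *SFRP2*, *SLC14A1* and *CXCL1* was not examined, and no biological explanation was tested.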

How the results depend on the processing

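The data are 1 pooled library, and no paired analysis over the tags was run. Clusters were compared within each of the 4 tags for some genes only, such as *BGN*, *DCN* and *MGP*. Leaving out 1 tag at a time, which needs no match of tags to tissues, was not run either. Over 15 alternatives, 800 values were compared with those at the main settings, not counting the values that stand for a whole family, which are given below, and those of the NC1-like cells. Of these, 581 stayed within the 95% interval at the main settings or, for numbers of clusters, within 1.5 times, 215 moved beyond it in the same direction and 4 changed direction. The alternatives that moved the largest share of values were means of log-normalized values (35 of 39) and detection from 5 reads (22 of 25), which change the scale of the measure by construction. Downsampled reads moved 30 of 58, ratios of mean rpm with 1 added to each mean, chosen after the data were seen, 20 of 39, canonical correlation integration across the tags, also chosen after, 20 of 58, the scale factor of 10000 19 of 69, and at least 1000 genes per cell 3 of 69.

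The median log2 ratio of the 6 NP-dominant genes in the NC-like cluster lay between 7.09 and 9.16 over all alternatives. It moved to 7.09 with integration across the tags to 8.38 with means of log-normalized values and to 8.23 with 1 added to the group means. The median of the 7 common3 genes stayed between 2.48 and 2.85. The number of clusters was 10 at a resolution of 0.5 and from 5 to 9 otherwise. The share of NC-like cells with *SHH* was 27.3% with downsampled reads and 22.3% with detection from 5 reads, and from 34.7% to 35.8% under the other alternatives. The NC-like cells formed 2 clusters with a resolution of 0.3 for these cells, without regression of the cell cycle scores and with downsampled reads, and 1 cluster under the others. The cause was not tested.

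The median of the 5 AC-dominant genes was above 0 under every alternative that gave a value, but its size depended on the setting. It was 1.32 without limits on cells, 2.42 with a scale factor of 10000, 2.09 with 2000 variable genes, 2.10 at a resolution of 0.5, 2.82 with downsampled reads, 3.57 with means of log-normalized values and 1.66 with 1 added to the group means, against 1.83 at the main settings. At a resolution of 0.15 no cluster took the AC-dominant-like name. The median of the 4 HIF-1 target genes, compared between the common-like clusters and the cluster without a name, was 0.44 without limits on cells, against 0.85. With a scale factor of 10000 it was 0.0422, but the cluster without a name was then made of other cells. It held 364 cells with a median of 318814 reads, of which 5 were among the 614 cells without a name at the main settings, so this value is not the same comparison. This comparison had no value at resolutions of 0.15 and 0.5, with 2000 variable genes, with downsampled reads and with integration across the tags, because no cluster took the common1-like name. The cause was not tested.

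Of the 4 changes of direction, 3 were in ratios close to 0. *HIF1A* between the common-like clusters and the cluster without a name went from 0.06 to -0.10 without limits on cells. *HMOX1* in the common4-like cluster went from 0.13 to -0.0393 with 15 principal components and to -0.0290 with downsampled reads. *MGP* in the cluster without a name went from 1.08 to -1.44 with a scale factor of 10000, where this cluster was made of other cells, as above, so the direction is that of different cells. For *HIF1A* and *HMOX1* the cause was not tested. The cluster without a name had the lowest depth of the 6 clusters, with a median of 69989 reads per cell.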

Differences from the paper's values

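The paper's values below come from 2 libraries combined, and the values of the re-analysis from 1. The fold change column of Supplementary Table S2 names no base, and its values are compared here as log2 values. For the NC-like cells the paper reports 2 clusters after re-clustering, against 1 here. Of the alternatives set before the data were examined, a resolution of 0.3, no regression of the cell cycle scores and downsampled reads gave 2 clusters, and the others gave 1.

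For the cells outside the NP-dominant cluster, the paper's fractions were 0.258 for *KRT19*, 0.26 for *TBXT*, 0.126 for *NRN1*, 0.349 for *SRGN* and 0.23 for *SHH*. The values here were 0.0983, 0.102, 0.0773, 0.227 and 0.0792 in the same order. The paper's fraction of cells with *SHH* in the cluster was 0.556, against 0.349 here. None of the alternatives set before the data were examined closed these gaps.

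The paper's log fold changes in the NP-dominant cluster were 9.28 for *KRT19*, 8.86 for *TBXT*, 9.22 for *C3orf49*, 6.49 for *NRN1*, 6.01 for *SRGN* and 6.33 for *SHH*. The log2 ratios here were 10.23, 10.01, 9.56, 8.35, 6.82 and 7.87. For *KRT19*, *TBXT* and *SHH* none of the alternatives set before the data were examined closed the gap. The paper names the FindAllMarkers function for its marker genes, which by default adds 1 to the mean normalized value of each group. On that scale, chosen after the values were seen, the ratios were 9.17, 9.02, 9.27, 7.45, 5.87 and 6.21 in the same order, and the gap closed for all but *NRN1*. For *C3orf49*, the values with 2000 variable genes (9.43), without regression of the cell cycle scores (9.43) and with means of log-normalized values (8.94) closed the gap. For *NRN1* only means of log-normalized values (6.36) did, and for *SRGN* only downsampled reads (5.91). In the AC-dominant cluster the paper's value for *CILP* was 1.78 against 2.18 here, and without limits on cells it was 1.73. Over the alternatives set before the data were examined, *CILP* ranged from 0.776 with 2000 variable genes to 3.95 with means of log-normalized values. For *BMP2* in the common1 cluster the paper's value was 1.77 against 1.37, and with a scale factor of 10000 it was 1.67. With 1 added to the group means, chosen after the values were seen, *CILP* was 1.98, which closed the gap, and *BMP2* was 1.55, which did not. On that scale *CRTAC1* (1.58 against the paper's 1.75) and *ASPN* (1.94 against the paper's 2.21) also differed. The other alternatives set before the data were examined did not close these gaps.

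The paper describes 8 clusters, against 6 here, and 8 also formed with 2000 variable genes. It describes a common2 cluster marked by *MGP* and a common5 cluster marked by *COL10A1*. No cluster took either name here, though the AC-dominant-like cluster led the common2-like list at 4 alternatives, and *COL10A1* was detected in at most 5.56% of the cells of any cluster. Under each tag, *MGP* was higher in the cluster without a name than in the common1-, common3- and common4-like clusters. It describes a proliferating common6 cluster, which took its name here only with a scale factor of 10000, with 2000 variable genes, without regression of the cell cycle scores, and with integration across the tags, the last chosen after the data were seen. The paper gives *HMOX1* as a marker gene of the common4 cluster, and its log2 ratio in the common4-like cluster was 0.13 (95% interval, -0.48 to 0.60). The paper finds no difference in HIF-1A mRNA between clusters, whereas *HIF1A* ranged here from 481.8 rpm in the NC-like to 1022 in the common4-like cluster.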

Other observations

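All but the first and the last of the tests in this part were chosen after the result was seen. A test set before the data were examined asked whether *SMO* and the HIF-1 target genes are detected in fewer common2-like and common5-like cells because fewer genes are detected there. It could not be carried out, since 0 clusters took these names at the main settings and all alternatives. At 4 alternatives the AC-dominant-like cluster led the common2-like list but took its own name. As a result, fewer genes detected per cell and the state of the cells cannot be told apart for these clusters.

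The cluster of 614 cells without a name had a median of 1881 genes per cell, against 3680 in the 3515 cells of the common1-, common3- and common4-like clusters. *SMO* was detected in 9.93% of the former and 34.1% of the latter cells. Between 355 cells of each group matched on genes detected, the shares with *SMO* still differed by 13.8 percentage points (95% interval, 8.21 to 19.3), and those with *HK2* by 15.8 points (9.03 to 22.3). Fewer genes detected per cell is therefore not the whole cause of the difference in *SMO* and *HK2*. For *EGLN3*, *MMP2* and *MRAS* the largest difference between matched cells was 4.79 points, and all 3 intervals included 0. The level of *EGLN3* in the matched cells had a log2 ratio of 1.10 (0.06 to 2.11), and those of *MMP2*, 0.57 (-0.12 to 1.45), and *MRAS*, 0.65 (-0.41 to 1.81), had intervals that included 0. For *EGLN3*, depth and the state of the cells cannot be told apart, because its share and its level point to different answers. For *MMP2* and *MRAS*, whose shares differed by 29.3 and 19.6 points before matching, fewer genes detected per cell may account for most of the difference in the shares. *HIF1A* was detected in nearly all cells, so its share says little, and its level in the matched cells had a log2 ratio of -0.17 (-0.42 to 0.07).

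Over all cells of the same 2 groups, the 4 target genes *HK2*, *EGLN3*, *MMP2* and *MRAS* had a median log2 ratio of 0.85 (0.53 to 1.29), at percentile 99.65 of 10000 random lists matched on mean expression. By the difference in the share of cells, the same list lay at percentile 66.4. The paper chose these genes partly from the same cells, so these ranks are not an independent test. The 9 hypoxia genes had a median log2 ratio of 0.30 (0.12 to 0.51), and the 7 of them that entered the comparison with random lists lay at percentile 85.07. *HHIP* was higher in the cluster without a name, with a log2 ratio of -1.19 (-1.86 to -0.33).

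The HIF-1 target and hypoxia lists, and *GLI1*, were also compared between the common1-, common3- and common4-like cells and the NC-like cells. *GLI1* was detected in 65.8% of the common-like and 66.0% of the NC-like cells, and its log2 ratio was 0.76 (0.50 to 1.01). The HIF-1 target genes had a median of 0.25 (-0.05 to 0.53), with *MMP2* higher (2.86) and *MRAS* lower (-2.06) in the common-like cells. The hypoxia genes had a median of -0.29 (-0.39 to -0.02), and the 8 of them that entered the comparison with random lists lay at percentile 27.47.

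Reads of *KRT19*, *TBXT* and *SHH* occurred outside the NC-like cluster. A candidate explanation is stray reads from the NC-like cells of the pool. At least 95.4% of the positive cells outside held fewer than 5 reads of the gene, against 1.97% of the positive NC-like cells for *KRT19* and 36.2% for *SHH*. The share of positive cells outside was similar under the 4 tags, from 7.84% to 11.0% for *KRT19* and from 6.41% to 8.83% for *SHH*. The level outside was not in proportion to the level in the NC-like cells, however. It was 0.375 rpm against 88.0 for *SHH* and 0.804 rpm against 962.8 for *KRT19*, with 418 and 519 positive cells outside. Stray reads in a common proportion would not give this for *SHH*, and the source of the reads outside remains open.

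*HMOX1* was detected in more common4-like cells than other cells, and the difference shrank to 4.90 percentage points, with an interval that included 0, among cells matched on genes detected. The larger number of genes detected per cell in the common4-like cluster may account for most of the difference of 26.1 points before matching.

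The 4 tags, whose tissues are not known, differed in their clusters. The NC-like cluster held 77 cells of tag A951 (7.74%), 283 of A952 (25.2%), 8 of A953 (0.581%) and 5 of A954 (0.232%). The AC-dominant-like cluster held 8.44%, 5.69%, 29.9% and 27.4% of their cells, and the cluster without a name 8.54%, 5.42%, 19.0% and 9.60%. *SHH* was detected in 22.1% (14.3 to 32.5) of the NC-like cells of A951 and 39.6% (34.1 to 45.4) of those of A952. The common6-like cells that formed without regression of the cell cycle scores came from all 4 tags, with 5, 4, 6 and 4 cells, and 14 of the 19 lay in the NC-like cluster at the main settings.

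The detection of *SHH* in only part of the NC-like cells was set against the number of reads, in a test fixed before the data were examined. Between 91 NC1-like and 91 NC2-like cells matched on reads, at a resolution of 0.3, the shares with *SHH* differed by 27.5 percentage points (95% interval, 15.1 to 38.9), close to the 30.7 points before matching. Fewer reads per cell is therefore not the whole cause. The share with *SHH* over all NC-like cells was nevertheless highest in the cells with the most reads (48.0%). A difference in the state of the NC-like cells remains a hypothesis, since *SHH* could have contributed to the clusters that were compared.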
